# Transcript Profiling Identifies *Iqgap2^−/−^* Mouse as a Model for Advanced Human Hepatocellular Carcinoma

**DOI:** 10.1371/journal.pone.0071826

**Published:** 2013-08-12

**Authors:** Dmitri V. Gnatenko, Xiao Xu, Wei Zhu, Valentina A. Schmidt

## Abstract

It is broadly accepted that genetically engineered animal models do not always recapitulate human pathobiology. Therefore identifying best-fit mouse models of human cancers that truly reflect the corresponding human disease is of vital importance in elucidating molecular mechanisms of tumorigenesis and developing preventive and therapeutic approaches. A new hepatocellular carcinoma (HCC) mouse model lacking a novel putative tumor suppressor IQGAP2 has been generated by our laboratory. The aim of this study was to obtain the molecular signature of *Iqgap2^−/−^* HCC tumors and establish the relevance of this model to human disease. Here we report a comprehensive transcriptome analysis of *Iqgap2^−/−^* livers and a cross-species comparison of human and *Iqgap2^−/−^* HCC tumors using Significance Analysis of Microarray (SAM) and unsupervised hierarchical clustering analysis. We identified the Wnt/β-catenin signaling pathway as the top canonical pathway dysregulated in *Iqgap2^−/−^* livers. We also demonstrated that *Iqgap2^−/−^* hepatic tumors shared genetic signatures with HCC tumors from patients with advanced disease as evidenced by a 78% mouse-to-human microarray data set concordance rate with 117 out of 151 identified ortholog genes having similar expression profiles across the two species. Collectively, these results indicate that the *Iqgap2* knockout mouse model closely recapitulates human HCC at the molecular level and supports its further application for the study of this disease.

## Introduction

Hepatocellular carcinoma or HCC, the most common primary malignancy of the liver, is one of the deadliest cancers worldwide, responsible for 700,000 deaths annually [1]. It remains a therapeutic challenge because the disease is mostly discovered in late stage when potentially curative surgical intervention is no longer an option. The 5-year survival rate in patients with advanced HCC is only 5%, and the mean survival of symptomatic patients is 2–3 months [2]. Finding novel therapeutic agents and biomarkers remains an urgent and yet often elusive task. HCC tumors feature high genomic heterogeneity due to the broad etiology of the disease, which includes chronic viral hepatitis B and C infections, cirrhosis, hepatic steatosis, and exposure to toxic agents such as aflatoxin B1 [3]. The heterogeneity and instability of human tumors pose a serious impediment to the identification of target genes for cancer therapy, making genetically well-defined mouse models increasingly important in cancer research.

Systematic transcriptome analysis of individual patient tumors and tumors from mouse models of cancer is an important tool for defining the intricate molecular networks of carcinogenesis. To this end, cross-species gene expression comparisons of animal models and human disease are a key step in validation of molecular mechanisms driving HCC pathogenesis [4]. Our previous work identified IQ-motif containing GTPase-activating protein 2 (IQGAP2) as a novel putative tumor suppressor in HCC [5]. IQGAP2 belongs to a family of highly homologous multidomain scaffolding proteins which also includes IQGAP1 and IQGAP3 [6]. The major function of these proteins consists of integration of Rho GTPase and Ca^2+^/calmodulin cellular signaling events with cytoskeletal dynamics [7]. Unlike the ubiquitously expressed and extensively studied IQGAP1 homolog, IQGAP2 is predominantly expressed in liver, and its physiological role remained poorly understood until a whole body *Iqgap2* knockout mouse was generated [5]. It was discovered that 86% of *Iqgap2^−/−^* mice developed liver tumors at between 18 and 24 months of age, whereas wild-type littermates were completely tumor-free at any age [5]. Both sexes were affected equally and no other malignancies were evident. *Iqgap2^−/−^* hepatic tumors displayed cellular alterations and histological features similar to that of human HCC [5]. The late onset of HCC development in *Iqgap2^−/−^* mice was consistent with the timeframe of human disease, which undergoes multiple phases and often takes decades to progress to carcinoma [8]. At the molecular level, there were indications of activation of the Wnt/β-catenin signaling pathway in *Iqgap2^−/−^* [5]. The relevance of the *Iqgap2^−/−^* mouse model to human disease was later suggested by finding that IQGAP2 protein expression was down-regulated in 78% of HCC patient tumors compared to normal liver tissue [9].

In this study, comprehensive age-dependent gene expression profiles of *Iqgap2^−/−^* livers were obtained using RNA microarray technology. We determined a transcript signature of HCC in the setting of IQGAP2-deficiency and confirmed deregulation of the Wnt/β-catenin signaling pathway as a major molecular event in HCC tumorigenesis in the absence of IQGAP2. We next demonstrated that hepatic tumors from the *Iqgap2^−/−^* mouse model accurately recapitulate many molecular signatures of human HCC using a HCC patient microarray data set and comparative functional genomics, confirming the *Iqgap2^−/−^* mouse as a novel translationally and clinically relevant animal model for HCC.

## Materials and Methods

### Mice

Generation of the *Iqgap2^−/−^* mice was previously described [5]. Both *Iqgap2^−/−^* and wild-type control mice were of 129 genetic background.

### Ethics Statement

All mice were handled according to guidelines for the humane care and use of experimental animals, and procedures were approved by the Stony Brook University Institutional Animal Care and Use Committee, protocol # 239805-5.

### Microarray analysis

Livers were extracted from 6-month-old and 24-month-old male *Iqgap2^−/−^* (KO) and sex- and age-matched wild-type (WT) mice (N  =  3 per group), and total RNA was isolated from fresh tissue using the Trizol method (Invitrogen, Carlsbad, CA). For the 24-month-old KO group, total RNA was extracted from liver tumors; for all other groups normal liver tissue was used as a source of total RNA. RNA quality and yield were assessed by Bioanalyzer 2100 (Agilent, Santa Clara, CA).

Relative gene expression was evaluated using the GeneChip® Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA). This single-color array represents approximately 14,000 well-characterized mouse genes. Hybridization was performed according to the manufacturer's protocol. Briefly, 5 µg of total RNA was used for reverse transcription reaction with a SuperScript II reverse transcription kit (Invitrogen). cDNA was purified by phenol/chloroform extraction followed by ethanol precipitation. *In-vitro* transcription (IVT) was performed using an IVT kit (Affymetrix). Products of the IVT reaction were purified using the RNeasy kit (Qiagen, Germantown, MD) with DNAse treatment. Twenty µg of cRNA were fragmented using Affymetrix 5X fragmentation buffer and 15 µg of fragmented cRNA was used for hybridization. Hybridization cocktail was incubated at 95°C for 5 minutes, followed by 5 minutes at 45°C, centrifuged at 18,000 g at room temperature for 5 minutes and applied to Affymetrix MG 430 2.0 arrays. Hybridization was conducted overnight at 45°C. Arrays were washed and stained according to Affymetrix protocols, then scanned using an Affymetrix 7G scanner and pre-processed using GeneChip Operation System v.1.4 software to generate CEL files. Minimum Information about Microarray Experiment (MIAME)-compliant data was deposited to the Gene Expression Omnibus (GEO) public database at NCBI (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Accession numbers GPL1261 (platform) and GSE46646 (samples).

### Gene expression profiling of *Iqgap2^−/−^* mouse model and unsupervised hierarchical clustering analysis

A comparative functional genomics approach based on methods previously described [10], [11] was adapted in our study. Microarray data were imported into the R Bioconductor Simpleaffy package (http://www.bioconductor.org). The Robust Multi-Array Average (RMA) procedure was used to normalize the data [11] and log2 transformation was applied using the default settings of the RMA protocol. To identify differentially-expressed transcripts, Significance Analysis of Microarray (SAM) [12] was applied with a fold change cutoff of 3 and the false discovery rate (FDR) controlled at no more than 0.05. SAM analysis was performed to identify differentially expressed genes between each two pairs of the four experimental and control groups (KO 6-month-old, KO 24-month-old, WT 6-month-old and WT 24-month-old). The union of all differentially expressed genes was pooled across the 4 comparisons and used to identify sub-patterns of the selected gene profiles. Specifically, an unsupervised hierarchical clustering analysis was performed to categorize genes into different clusters based on a distance metric (1-Pearson correlation) and an average linkage distance between clusters. All data were standardized to a mean of 0 and a standard deviation of 1 prior to the clustering procedure and only the 4 group means were used in the analysis. A total of 11 clusters were identified using a consensus of 3 popular cluster number estimation indices, including the weighted inter- to intra- cluster ratio, homogeneity separation [13] and the Silhouette index [14], all implemented in Matlab (R2009b, Mathworks®, Natick, MA). Each of the 11 clusters was characterized by its group mean patterns. Functional signaling pathway and network analysis was subsequently performed using the Ingenuity Pathway Analysis (IPA) tool (Ingenuity®, Redwood City, CA).

### Quantitative real-time PCR analysis (Q-PCR)

Mouse Wnt Signaling Pathway RT^2^ Profiler PCR Array (Qiagen) was used for RNA transcript profiling. This PCR array allows simultaneous profiling of 84 genes and includes control housekeeping genes for data normalization. Five ug of RNA samples from 24-month-old KO and WT mice used for microarray analysis were subjected to reverse transcription using the SuperScript II reverse transcription kit. Resulting cDNA was diluted 1∶15 and PCR amplified using a DNA Engine Opticon 2 thermocycler (Bio-Rad, Hercules, CA) and cycling conditions recommended by Qiagen. Opticon Monitor 3 v.1 software (Bio-Rad) was used for initial data extraction. Data analysis was performed using the RT^2^ Profiler PCR Array Data Analysis Template v3.3 from Qiagen. A fold change of 3, p-value <0.05 was used as a cutoff. Data were normalized to five housekeeping genes – *Gusb, Hprt1, Hsp90ab1, Gapdh* and *Actb*.

### Comparison of HCC gene expression profiles between mouse and human tumors

To compare HCC gene expression profiles of *Iqgap2^−/−^* mouse model and patient tumors, SAM and unsupervised hierarchical clustering statistical analyses were performed on a human HCC microarray data set GSE6222 [15] downloaded from the GEO database at http://www.ncbi.nlm.nih.gov/gds/. The SAM analysis was modified by altering the fold change threshold cutoff from 3 to 2, FDR≤0.05, due to an insufficient number of differentially expressed overlapping ortholog transcripts detected between the *Iqgap2^−/−^* mouse microarray data set, consisting of 6 samples, (3 normal liver samples from 24-month-old WT mice and 3 HCC tumors from 24-month-old KO mice) and the human array data set using SAM with a fold change cutoff ≥3. RMA normalization and SAM analysis were performed using the same settings (fold change ≥2, FDR≤0.05). Expression profiles of genes from the *Iqgap2^−/−^* mouse and the human HCC microarray data sets were normalized to a mean of 0 and standard deviation of 1 to make the scale of gene expression profiles comparable.

A subsequent comparative functional genomics procedure [11] was performed to map mouse HCC gene expression profiles to their human counterparts. An initial genetic orthologs search was carried out with a custom-developed R script by referencing the orthologs/homologs annotation file (http://www.affymetrix.com/support) of Affymetrix Mouse 430 2.0 array. Affymetrix probe ID sets from both mouse and human platforms were first converted to common orthologous entries represented by gene symbols before further cross-platform validation. Affymetrix probe sets not sharing a common orthologous entry (gene symbol) between the mouse and its corresponding human HCC profiles were excluded. Often, the Affymetrix probe sets and the corresponding orthologous genes have more complex relations than a one-to-one match. In the event one-to-multiple corresponding links between an ortholog gene symbol and an Affymetrix probe ID were observed, the algorithm used the average of the duplicates and compressed the multiple entries to a single term for subsequent calculations. Conversely, in the event one Affymetrix probe ID corresponded to multiple ortholog genes, the expression value of the probe ID was split and assigned to their orthologous entries evenly. This ensured that the intricate multiple-to-multiple relationship between the Affymetrix probe IDs and ortholog genes is reduced to a set of simple average and split calculations. This process was performed repeatedly for each of the Affymetrix probe IDs.

After the Affymetrix probe IDs conversion, mouse and human datasets were integrated into one dataset and a hierarchical clustering analysis was performed to examine the similarity between the mouse and the human HCC expression profiles. The unsupervised clustering procedure was conducted in an array dimension based on 1- Pearson correlation distance and using the average linkage method to compute the distance between clusters, where the distance between two clusters is the average distance of all point pairs from different clusters [16]. All data sets were scaled to the range from −3 to 3. A heat map was then generated to present the clustering results.

## Results

### Microarray analysis of HCC development in *Iqgap2^−/−^* mice

Transcript profiles of four groups of mouse livers (N  =  3 in each group) were compared using Affymetrix microarray technology. The groups included livers from 6- and 24-month-old wild-type (WT) mice and 6- and 24-month-old (KO) *Iqgap2^−/−^* mice. 

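Liver RNA of 12 male mice was hybridized to 12 Affymetrix mouse genome arrays, 3 per group, with hepatic tumors as the source for the 24-month-old KO group and normal liver for the others. The deposited values are log2 intensities after RMA by the authors for 45101 probe sets. Iqgap2, the deleted gene, read 8.32 ± 0.07 (SD, n = 3) on its brightest probe set in the arrays labelled WT 6 months and 8.29 ± 0.34 (SD, n = 3) in those labelled KO 6 months. It read 12.17 ± 0.21 (SD, n = 3) in the arrays labelled WT 24 months and 12.12 ± 0.06 (SD, n = 3) in those labelled KO 24 months tumor. By label, Iqgap2 was thus 14.2-fold higher in the KO tumors than in the 6-month-old KO livers, a log2 difference of 3.83 (SE 0.16, adjusted p = 7.70e-07 from limma). Between the arrays labelled WT 6 months and WT 24 months the log2 difference was -3.85 (SE 0.16, adjusted p = 1.18e-07 from the same test). A second probe set averaged 7.71, 7.36, 8.81 and 8.82 in the groups labelled WT 6 months, KO 6 months, WT 24 months and KO 24 months tumor. A probe set outside the deleted part of a gene would check no label, and neither the paper's text nor the labels name the deleted exons or a reporter cassette. Here both probe sets differ between groups whose labels give the same genotype.
Afp, which encodes the oncofetal protein AFP, read 12.79 ± 0.66 (SD, n = 3) in the arrays labelled WT 6 months. Its mean was 6.74 ± 0.05 in those labelled KO 6 months, 6.55 ± 0.94 in WT 24 months and 6.21 ± 0.09 in KO 24 months tumor (SD, n = 3 each). The folds that Table S2 lists for KO tumors against 24-month-old WT livers were compared gene by gene with the arrays. With the mean of each gene's probe sets, the arrays labelled WT 6 months over those labelled WT 24 months came within 0.01 log2 of the table for 338 of 359 genes found here, and the arrays with the named labels for 0 of 359. For Table S1, which lists the change with age in KO livers only, the arrays labelled WT 6 months over those labelled KO 6 months came within 0.01 log2 for 307 of 336 genes, and the arrays with the named labels for 0 of 336. The paper's RT-qPCR of the 24-month-old groups and its earlier cyclin D1 protein data place Wnt genes and cyclin D1 higher in KO tumors, which is the direction of the arrays labelled WT 6 months and does not settle the labels.
The deposited labels were kept. Each comparison is given by label and also between the arrays that match Tables S1 and S2, where the labels WT 6 months and KO 24 months tumor change places. Some gene lists are given for the matching arrays only. Differences were tested for 18194 genes, each by its probe set with the highest mean, at a fold of 3 or more and a Benjamini-Hochberg adjusted p of 0.05 or less, and lists of genes were tested without a fold threshold. The number of arrays limits the precision, since 3 arrays against 3 cannot give an exact two-sided permutation p under 0.1.

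**Figure D1:**
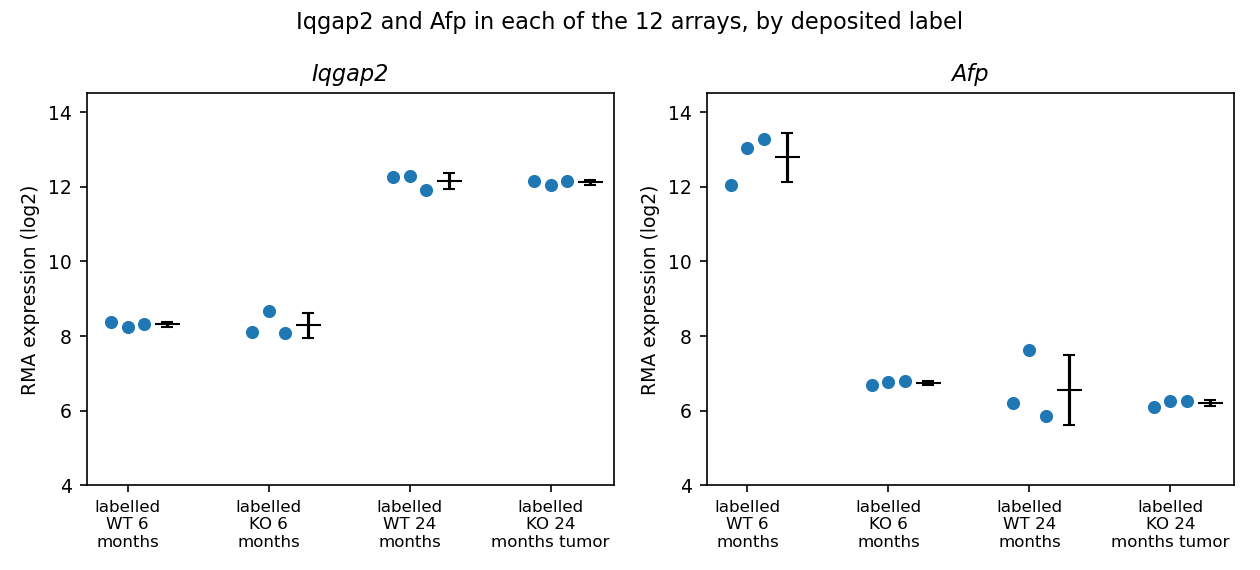
Log2 intensity (vertical axis) of Iqgap2 and Afp in each of the 12 arrays, by deposited label (horizontal axis), with the group means and SD. Iqgap2 lies between 8.07 and 8.68 in the arrays labelled WT 6 months and KO 6 months and between 11.92 and 12.30 in the arrays labelled WT 24 months and KO 24 months tumor.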

SAM algorithm was used for initial four-way comparison to identify differentially expressed genes among four groups with a cutoff fold change ≥3 and FDR≤0.05. 

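Cyp2f2, a cytochrome P450 of periportal hepatocytes, had a log2 intensity of 6.11 ± 1.67 (SD, n = 3) in the arrays labelled WT 6 months. In the 3 other groups its means were 14.03, 13.68 and 14.15 (KO 6 months, WT 24 months and KO 24 months tumor). Hal, histidine ammonia-lyase, averaged 5.05 ± 0.58 (SD, n = 3) in the arrays labelled WT 6 months and 11.98, 11.63 and 12.02 in the others. Nkd1, a feedback inhibitor of Wnt signaling, ran the other way, with 10.93 ± 0.32 (SD, n = 3) against 5.78, 5.76 and 5.75. Cyp2f2 and Hal were named among members of the periportal list, and their order by group was seen in the data. Across the comparisons of KO with WT at 6 and at 24 months and of 24 with 6 months in each genotype, 598 genes passed limma's test in at least 1 of the 4. The number is 598 with the labels as deposited and 598 with the labels WT 6 months and KO 24 months tumor exchanged, since the same pairs of arrays are then compared under other names.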

A total of 554 genes were shown to be differentially expressed among these four groups (**Fig. 1 A**). Unsupervised hierarchical clustering analysis was performed to identify genes that behave in a similar pattern across four groups (**Fig. 1 B**). All differentially expressed genes were grouped in 11 clusters based on a pattern of expression change. Within each cluster, individual genes changed their expression levels between the groups in a similar manner. The resulting clusters were highly unbalanced - four clusters had only 3 genes or less (clusters # 1–3 and 5), whereas clusters # 8 and 9 had 141 and 247 genes, respectively. The largest cluster, cluster # 9 (marked with a dashed line), included genes that are significantly overexpressed in KO HCC tumors compared to all three non-tumor sample groups (WT of both ages and the 6-month-old KO). 

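Slc1a2, a glutamate transporter, and Rhbg, an ammonium transporter, both of pericentral hepatocytes, were highest in the arrays labelled WT 6 months. Against the mean of the 3 other groups, Slc1a2 was higher by 4.34 log2 (SE 0.34, adjusted p = 6.11e-06 from limma) and Rhbg by 4.36 (SE 0.19, adjusted p = 8.28e-08). Etnppl, a phospholyase of periportal hepatocytes, was lower by the same contrast, with -6.15 log2 (SE 0.26, adjusted p = 6.74e-08). When the standardized group means of the called genes were clustered into 11 sets, the largest held 266 genes with a mean standardized value of 1.44 in the arrays labelled WT 6 months. The same genes averaged -0.50 in the arrays labelled KO 6 months, -0.40 in WT 24 months and -0.54 in KO 24 months tumor. This set held 11 of the Wnt target genes. A set of 219 genes was the mirror image, with -1.45 in the arrays labelled WT 6 months and 0.56, 0.39 and 0.49 in the others. The 9 further sets held 41, 26, 18, 13, 7, 3, 2, 2 and 1 genes.
Against the mean of the 3 other groups, 246 genes were higher and 208 lower in the arrays labelled WT 6 months, a contrast chosen after the values were seen. In the arrays labelled KO 24 months tumor, 24 were higher and 30 lower. The sum of the latter, 54, was 33, 23 and 27 without KO 24 months tumor replicates 1, 2 and 3.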

To identify biological pathways associated with the identified differentially expressed genes and to examine the enrichment of molecular pathways for each gene cluster, IPA platform was used next. IPA is a large curated database of molecular interactions, gene-to-phenotype associations, and chemical knowledge for biological pathway analysis. 

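Nkd1, Lgr5 and Sp5 are transcribed in response to β-catenin. In the arrays labelled WT 6 months, which match Table S2 as KO tumors, Nkd1 was 36.0-fold higher than in those labelled WT 24 months, a log2 difference of 5.17 (SE 0.18, adjusted p = 4.88e-08 from limma). Averaged over its probe sets Nkd1 had 3.03, near the paper's 8.18-fold in Table S2. Lgr5, a receptor that amplifies Wnt signals, was higher by 3.72 (SE 0.25, adjusted p = 4.27e-06) on its brightest probe set. Table S2 lists Lgr5 with 4.23-fold, a smaller difference. Sp5, a transcription factor, was higher by 3.45 (SE 0.27, adjusted p = 1.50e-05). Of 17 measured Wnt target genes, 14 were higher, none was lower and 3 did not pass the test (15 higher when adjusted over the list alone), with a median log2 difference of 2.06. The list as a whole differed from the other genes by camera with a preset correlation (adjusted p = 1.41e-17, and 0.00491 with an estimated correlation). This list and the others were written after the values of Tables S1 to S3 had been seen. Their tests in the arrays that match these tables are therefore not independent evidence.
By label, the arrays of KO 24 months tumor against WT 24 months gave 0 of 17 target genes higher or lower by limma (1 lower when adjusted over the list alone), 3 higher and 2 lower at an unadjusted p under 0.05, and 2 higher by SAM, Sp5 (0.60) among them. Their median log2 difference was 0.04 and their mean -0.14 (adjusted p = 0.777 with the preset and adjusted p = 0.943 with an estimated correlation). Of 24 components of the pathway, Dvl2 (0.58, adjusted p = 0.00752) and Fzd7 (0.89, adjusted p = 0.0252) were higher in the arrays labelled WT 6 months than in those labelled WT 24 months. Ctnnbip1, an inhibitor of β-catenin, was lower by -1.74 (SE 0.13, adjusted p = 1.17e-05), as was Tcf7l1 by -0.34 (adjusted p = 0.0373). Adjusted over the list alone, 3 components were higher and 2 lower, and the components as a list did not pass (adjusted p = 0.630).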

IPA examination of gene cluster # 9 identified the Wnt/β-catenin signaling pathway among the top canonical pathways relevant to the development of HCC in the *Iqgap2^−/−^* model (**Fig. 1 C**). The canonical Wnt/β-catenin pathway has been shown to be activated in 33–67% of HCC patient cases studied [17]. 

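Glul, glutamine synthetase, marks the hepatocytes next to the central vein, where β-catenin is active. In the arrays labelled WT 6 months it was higher than in those labelled WT 24 months by 1.11 log2 (SE 0.18, adjusted p = 0.00192 from limma). Car4 and Car2, a pair of carbonic anhydrases, were higher by 3.63 (SE 0.19, adjusted p = 9.41e-07) and 3.60 (SE 0.21, adjusted p = 1.54e-06). Of 15 genes of nitrogen metabolism, 3 were higher and 6 lower in this comparison (4 higher and 7 lower when adjusted over the list alone), with a median of -0.42. As a whole the list did not pass by camera (adjusted p = 0.124, and 0.314 with an estimated correlation), but did, with the preset correlation, with housekeeping centering (0.0140) and without WT 24 months replicate 3 (0.0410). It also did by fry (0.0115), which tests against no change and not against the other genes. By label, KO 24 months tumor against WT 24 months gave 1 of these genes higher and none lower.
Of 8 genes of the urea cycle, none was higher and 5 were lower (1 higher and 6 lower when adjusted over the list alone), with a median of -1.16 (adjusted p = 1.33e-05; adjusted p = 0.0918 with an estimated correlation). Among them were Cps1 (-2.95) and Otc (-1.81). Of 20 genes of amino acid breakdown, 14 were lower and none higher (15 lower when adjusted over the list alone), with Gldc at -4.82 and Kmo at -1.45 (median -1.28, adjusted p = 3.22e-13; adjusted p = 0.0354 with an estimated correlation). Of 18 pericentral genes, 15 were higher and none lower (15 higher and 1 lower when adjusted over the list alone), with a median of 1.81 (adjusted p = 1.21e-17; adjusted p = 0.00702 with an estimated correlation). Among them were Rhbg, with 3.69 (SE 0.23), and Gstm3, with 2.30 (SE 0.16). Of 15 periportal genes, 13 were lower and none higher, both over all genes tested and adjusted over the list alone, with a median of -3.04 (adjusted p = 6.92e-19; adjusted p = 0.0164 with an estimated correlation). Pck1, the enzyme that commits carbon to glucose synthesis, was among them with -3.19 (SE 0.13). By label, KO 24 months tumor against WT 24 months gave 1 of the 18 pericentral genes higher and none lower, with a median of 0.12. None of the urea cycle, amino acid breakdown and periportal genes passed by label, with medians of 0.02, 0.18 and -0.07.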

The nitrogen metabolism pathway, the number two pathway identified as dysregulated in the *Iqgap2^−/−^* HCC tumor gene cluster #9, is closely associated with the Wnt/β-catenin pathway in liver [18]. Finally, the top pathway found to be dysregulated in gene cluster #9 using IPA was the LPS/IL1 Mediated Inhibition of RXR Function pathway, known to be associated in liver with chronic inflammation and injury caused by various toxic agents and carcinogens [19], [20]. This pathway is also involved in regulating lipid metabolism. 

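Cyp2b10, a cytochrome P450 that RXR controls together with the receptor CAR, was lower in the arrays labelled WT 6 months than in those labelled WT 24 months, with -3.00 log2 (SE 0.16, adjusted p = 9.92e-07 from limma). Gstm2, a glutathione transferase, was higher by 2.77 (SE 0.20, adjusted p = 8.42e-06), and Maoa, monoamine oxidase A, by 2.92 (SE 0.22, adjusted p = 9.27e-06). Of 30 genes of RXR's partner receptors and the xenobiotic and lipid genes they control, a list that is not the IPA pathway, 11 were higher, 5 lower and 14 did not pass in these arrays (12 higher and 6 lower when adjusted over the list alone). Their median was 0.02, and the list as a whole did not pass by camera (adjusted p = 0.107, and 0.475 with an estimated correlation), but did with the preset correlation without WT 6 months replicate 1 (0.0446), and by fry (0.0241), which tests against no change and not against the other genes. With KO 24 months tumor against WT 24 months by label, 0 of 30 passed by limma, both over all genes and adjusted over the list alone, 4 higher and 4 lower at an unadjusted p under 0.05, and 0 by SAM.
Srxn1, a sulfiredoxin that the stress factor NRF2 induces, was higher in the arrays labelled WT 6 months than in those labelled WT 24 months by 2.29 (adjusted p = 3.50e-05). Of 15 NRF2 targets, which share Gstm2 and Gstm3 with other lists, 11 were higher and none lower (12 higher when adjusted over the list alone), with a median of 1.36 (adjusted p = 1.73e-11; adjusted p = 0.0247 with an estimated correlation).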

The latter is especially relevant for the *Iqgap2^−/−^* model, since these mice also display a metabolic phenotype linked to a defect in hepatic lipogenesis and fatty acid uptake [21].

**Figure 1:**
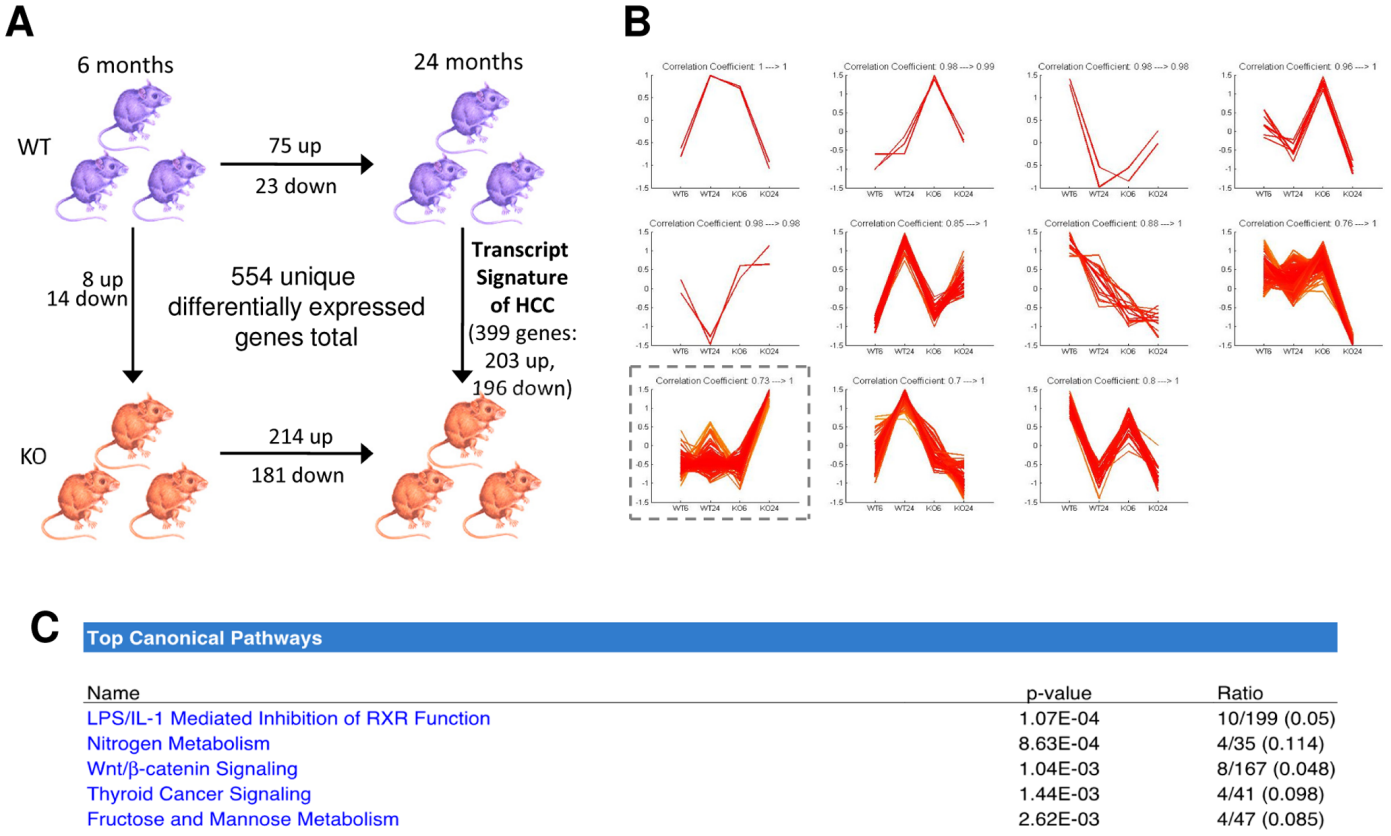
Hepatic RNA microarray analysis of *Iqgap2^−/−^* mice. **A**: Schema of a four-way microarray analysis of *Iqgap2^−/−^* knockout (KO) and wild-type (WT) mouse livers at 6 months and 24 months of age. Four-way comparison using SAM identified 554 genes that were differentially expressed among four groups (cutoff fold change ≥3 and FDR≤0.05). **B**: Unsupervised hierarchical cluster analysis identified 11 subsets of genes (clusters) within 554 genes that change expression in similar pattern across four groups; **C**: Top canonical biological pathways for genes from the cluster # 9 as identified by Ingenuity Pathway Analysis (IPA).

### Analysis of genes potentially involved in initiation of HCC development

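Mfsd2a, a carrier of lysophospholipids, was higher in the arrays labelled WT 24 months than in those labelled WT 6 months by 5.63 log2 (SE 0.41, adjusted p = 7.93e-06 from limma). Sfxn1, a mitochondrial serine carrier, was higher by 5.51 (SE 0.28, adjusted p = 6.22e-07). Duoxa1, a maturation factor of a dual oxidase, was lower, with -5.14 (SE 0.37, adjusted p = 7.54e-06). Cpe, carboxypeptidase E, was lower with -4.64 (SE 0.80, adjusted p = 0.00279). By label, 222 genes were higher and 218 lower in the WT livers at 24 months. By SAM, 115 were higher and 128 lower.
With the arrays as Tables S1 and S2 match them, this comparison is of those labelled WT 24 months over those labelled KO 24 months tumor. Between them 26 genes passed. Sult3a1, a sulfotransferase, was higher in the arrays labelled WT 24 months by 6.52 (SE 1.24, adjusted p = 0.0469), Lcn2, an iron-binding protein of the acute phase, by 5.50 (SE 0.60, adjusted p = 0.00565) and Mt2, a metallothionein, by 4.10 (SE 0.58, adjusted p = 0.0216). This number was 169 without WT 24 months replicate 1, 40 and 41 without replicates 2 and 3, and 7, 1 and 4 without KO 24 months tumor replicates 1, 2 and 3. It was 14, 15, 14 and 11 without WT 6 months replicate 1 and KO 6 months replicates 1, 2 and 3.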

Our microarray data demonstrate that in WT livers, 98 genes changed expression with age: 75 were upregulated and 23 - downregulated (**Fig. 1 A**). Significantly more genes changed their expression with age in KO livers – 395 genes total. Of those, 214 genes were upregulated and 181 were downregulated at 24 months compared to 6 months of age (**Fig. 1 A**). Many of these genes may play a role not in normal liver ageing but in HCC triggering and development. 

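By label, 4 genes were higher in the KO tumors than in the 6-month-old KO livers. Besides Iqgap2 they were Phlda1, a regulator of cell survival, with 1.96 log2 (SE 0.22, adjusted p = 0.0140 from limma), Foxq1, a forkhead factor, with 1.92 (SE 0.24, adjusted p = 0.0287), and Tedc2, a centriole protein, with 1.75 (SE 0.24, adjusted p = 0.0455). None was lower by limma, 1098 genes had an unadjusted p under 0.05 in either direction, and SAM called 11 higher and 7 lower. The 4 became 1 without KO 6 months replicate 2, KO 6 months replicate 3 or KO 24 months tumor replicate 2, 2 without KO 24 months tumor replicate 3 and 8 without WT 24 months replicate 1. The 0 became 1 without WT 6 months replicate 2 or KO 24 months tumor replicate 1 or 3.
Between the arrays that match Table S1, labelled WT 6 months and KO 6 months, 258 genes were higher and 218 lower in the former. Lcn2 was higher by 6.80 (SE 0.60, adjusted p = 2.90e-05), Cpe by 6.47 (SE 0.80, adjusted p = 0.000282) and Abcc4, an exporter of bile acids and nucleotides, by 5.49 (SE 0.67, adjusted p = 0.000247). Lower genes included Hsd17b6, a steroid dehydrogenase, with -5.96 (SE 0.54, adjusted p = 3.27e-05). Markers of sinusoidal endothelium were also lower in these arrays, 20 of 23 with a median of -1.54 (22 lower when adjusted over the list alone; adjusted p = 0.0903 with an estimated correlation).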

To narrow down the search of genes – potential drivers of HCC development in the absence of IQGAP2, we focused on genes that change expression with age in KO, but not in WT livers. Using SAM algorithm (fold change ≥3, FDR≤0.05), 371 genes were identified as differentially expressed between the age of 6 and 24 months in KO livers only (see a list of genes in **Table S1**). 

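By label, Phlda1 alone changed with age in KO and not in WT livers. In the WT-labelled arrays its difference, as WT 6 months over WT 24 months, was 0.56 log2 (SE 0.22, adjusted p = 0.136 from limma). A difference between both age changes was tested by their interaction, in which Phlda1 had 2.52 (SE 0.32, adjusted p = 0.000980). The count of 1 was 2 without WT 6 months replicate 2 or 3, KO 6 months replicate 1 or KO 24 months tumor replicate 3, 3 without WT 24 months replicate 1, and 0 without KO 6 months replicate 2 or 3 or KO 24 months tumor replicate 2.
In the arrays that match Table S1, 463 genes differed between those labelled WT 6 months and KO 6 months and did not pass between those labelled WT 24 months and KO 24 months tumor, 250 of them higher and 213 lower. For 312 of the 463 the interaction of age and genotype also passed at an adjusted p under 0.05. Across the 336 genes of Table S1 found here, the listed and measured log2 folds had a correlation of 0.982 (Pearson, across genes, which are not independent replicates), and 335 had the same direction. With the arrays by label the correlation was 0.107 and 179 of 336 had the same direction.
The interaction takes the same value whether the labels WT 6 months and KO 24 months tumor are left or exchanged. By limma, 472 genes were positive in it and 407 negative at an adjusted p under 0.05. Their sum of 879 was 578 and 533 without KO 6 months replicates 2 and 3, and 565, 548 and 559 without KO 24 months tumor replicates 1, 2 and 3.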

Among the genes that most significantly increased expression from 6 to 24 months in KO but not WT livers were α–fetoprotein, AFP (*Afp*, 17-fold), Nemo-like kinase (*Nlk*, 11-fold), trans-acting transcription factor 5 (*Sp5*, 11-fold) and Wnt-inhibitory factor 1 (*Wif1*, 9-fold). 

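Nlk, the Nemo-like kinase, had a log2 intensity of 11.91 ± 0.40 (SD, n = 3) in the arrays labelled WT 6 months. In those labelled KO 6 months, WT 24 months and KO 24 months tumor it had 8.87 ± 0.09, 9.00 ± 0.22 and 9.09 ± 0.09 (SD, n = 3 each). By label, KO 24 months tumor against KO 6 months gave 0.22 for Nlk (adjusted p = 0.924 from limma), 0.57 for Sp5 (adjusted p = 0.835), 0.09 for Wif1 (adjusted p = 0.997) and -0.53 for Afp (adjusted p = 0.913). None of the 4 passed by limma, and SAM called Afp lower.
In the arrays labelled WT 6 months, which match Table S1 as KO tumors, Nlk was higher than in those labelled KO 6 months by 3.05 (SE 0.18, adjusted p = 1.54e-06). Sp5 was higher by 3.42 (SE 0.27, adjusted p = 1.29e-05), Wif1, a secreted Wnt antagonist, by 3.20 (SE 0.50, adjusted p = 0.00130) and Afp by 6.04 (SE 0.40, adjusted p = 3.93e-06), which is 66.0-fold, or 16.5-fold with the mean of its probe sets. Each gene was higher in 3 of 3 arrays than in every array labelled KO 6 months. Wif1 read 3.25 in the latter, below their 25th percentile of 4.18, so its difference may be a lower bound.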

AFP is overexpressed in human primary liver cancers and has been used broadly as a biomarker for HCC [22]. Both Wnt-inhibitory factor and Nemo-like kinase belong to the Wnt/β-catenin signaling pathway [23]. Targeted disruption of Nemo-like kinase inhibits tumor cell growth by simultaneous suppression of cyclin D1 and cyclin-directed kinases in human HCC [24]. Elevated expression of Sp5 was noted in several human cancers including HCC, gastric cancer, and colon cancer [25], and it is considered a therapeutic target for HCC [26]. 

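Igfbp2, a liver-secreted carrier of insulin-like growth factors, had a log2 intensity of 8.76 ± 0.70 (SD, n = 3) in the arrays labelled WT 6 months and 13.18 ± 0.17 (SD, n = 3) in those labelled KO 6 months. The difference of -4.42 (SE 0.27, adjusted p = 1.92e-06 from limma) is the fall in the arrays that match Table S1. Igfbp3 fell by 3.19 (SE 0.30, adjusted p = 4.04e-05) in the same arrays, and Cdh1, which encodes E-cadherin of epithelial junctions, fell by 3.51 (SE 0.39, adjusted p = 0.000151). Igfbp5 had -0.02 (adjusted p = 0.944) by its brighter probe set and -3.24 by the other, and its mean of probe sets passed with -1.63 (adjusted p = 0.000271).
The KO-labelled arrays at 24 over 6 months gave -0.47 for Igfbp2 (adjusted p = 0.873), -0.55 for Igfbp3 (adjusted p = 0.860) and 0.44 for Cdh1 (adjusted p = 0.938), none of which passed.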

Genes that were down-regulated in KO livers with age included insulin-like growth factor binding proteins 2, 3 and 5 (*Igfbp2, Igfbp3* and *Igfbp5*, a fold change of 21-, 10- and 3-fold, respectively) and cadherin1 (*Cdh1*, 11-fold). Reduced expression of these proteins has been previously characterized in human HCC [27]–[29]. Taken together, these results suggested significant similarities in transcriptome between the *Iqgap2^−/−^* mouse model and human HCC.

To gain further insight into molecular mechanisms regulating HCC development in IQGAP2-deficiency, the IPA database was utilized for subsequent pathways network analysis. Analysis of a subset of 371 genes that were differentially expressed with age (i.e. between 6-month-old and 24-month-old groups) in KO but not in WT livers confirmed that the Wnt/β-catenin signaling pathway is the top canonical pathway altered in HCC tumors in the *Iqgap2^−/−^* mouse model (**Table 1 A**). 

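Axin2, the negative feedback gene of the Wnt/β-catenin pathway, had an age change that differed between the genotypes by 3.25 log2 (SE 0.33, adjusted p = 0.000239 from limma's interaction). For Nkd1 the interaction was 5.14 (SE 0.25, adjusted p = 2.45e-06) and for Lgr5 3.95 (SE 0.35, adjusted p = 0.000109). Pericentral Rhbg had 4.41 (SE 0.33, adjusted p = 3.07e-05), and periportal Etnppl had -5.97 (SE 0.45, adjusted p = 3.07e-05). These values do not depend on whether the labels WT 6 months and KO 24 months tumor are exchanged.
Of 17 Wnt targets, 11 were positive in the interaction and none negative (13 positive when adjusted over the list alone), with a median of 2.23 (adjusted p = 1.53e-18; adjusted p = 0.00405 with an estimated correlation). The pericentral list had 13 of 18 positive and a median of 1.70 (adjusted p = 0.00651 with an estimated correlation), and the periportal list 11 of 15 negative and a median of -3.11 (adjusted p = 0.0136 with an estimated correlation). Between the arrays labelled WT 6 months and KO 6 months, 15 of 17 Wnt targets were higher, also when adjusted over the list alone, with a median of 2.34 (adjusted p = 0.00356 with an estimated correlation). As labelled, KO 24 months tumor against KO 6 months gave 0 of 17 by limma, also when adjusted over the list alone, 2 higher at an unadjusted p under 0.05 and 0 by SAM, with a median of 0.17 (adjusted p = 0.379). Stellate cell markers, 15 of 23 of them negative in the interaction with a median of -2.08 (adjusted p = 0.0436 with an estimated correlation), moved in the same arrays.
From the genes that changed with age in KO livers only, the paper concludes that the Wnt/β-catenin pathway is the leading canonical pathway altered in the tumors (Table 1A).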

Eight genes in the 371 gene subset (*Axin2*, *Ccnd1*, *CD44*, *Nlk*, *Sfrp2*, *Tcf7*, *Ubd* and *Wif1*) are implicated in Wnt/β-catenin signaling. Interestingly, all these genes were found in gene cluster # 9 (**Fig. 1 B**), suggesting that they change expression concordantly during HCC development. Furthermore, IPA analysis of network functions of the 371 gene subset demonstrated that several networks, including cancer networks and lipid metabolism network, are associated with HCC development in *Iqgap2^−/−^* mice (**Table 1 B**). 

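Axin2 had a log2 intensity of 10.30 ± 0.26 (SD, n = 3) in the arrays labelled WT 6 months and 7.15 ± 0.53 (SD, n = 3) in those labelled KO 6 months. The difference was 3.14 (SE 0.23, adjusted p = 8.08e-06 from limma). Cd44, a hyaluronan receptor, was higher in the same arrays by 3.29 (SE 0.51, adjusted p = 0.00133), Ubd, a ubiquitin-like modifier, by 3.96 (SE 0.80, adjusted p = 0.00610) and Sfrp2, a secreted Wnt antagonist, by 2.44 (SE 0.59, adjusted p = 0.0150). Sfrp2 ended just outside the threshold without KO 6 months replicate 2 (adjusted p = 0.0509) and in a fit of only these groups (0.0503). Tcf7 has no probe set with a single gene name here.
All 7 measured genes of the 8 were higher in these arrays (7 when adjusted over the list alone), with a median of 3.14, and all 7 fell in the set of 266 genes. Since the study chose the list on these samples, the count is not independent evidence. In the interaction 2 of 7 were positive (5 when adjusted over the list alone), with a median of 2.61 (adjusted p = 0.0147 with an estimated correlation). The labelled comparison of KO 24 months tumor with KO 6 months gave none of 7 by limma, none at an unadjusted p under 0.05 and none by SAM, with a median of 0.01 and a mean of -0.11.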

Alterations in cellular lipid metabolism resulting in obesity, diabetes and non-alcoholic fatty liver disease (NAFLD) are a well-established risk factor for HCC [30], [31]. Finally, HCC was ranked the second highest in the IPA-Tox (an IPA tool that matches gene expression changes to biological mechanisms related to toxicology) network functions (**Table 1 C**), with 9 genes overexpressed in *Iqgap2^−/−^* liver tumors directly linked to human HCC (*Afp*, *Ect2*, *Icam1*, *Nqo1*, *Pdgfc*, *Pnpla3*, *Socs3*, *Tuba8* and *Ube2c*), thus verifying the identity of *Iqgap2^−/−^* hepatic tumors. 

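Ect2, a guanine nucleotide exchange factor of cytokinesis, was higher in the arrays labelled WT 6 months than in those labelled KO 6 months by 2.37 log2 (SE 0.21, adjusted p = 2.91e-05 from limma). Ube2c, a ubiquitin ligase partner in mitosis, was higher by 2.56 (SE 0.27, adjusted p = 8.66e-05), Nqo1, a quinone reductase, by 2.91 (SE 0.37, adjusted p = 0.000314) and Pnpla3, a lipid droplet lipase, by 2.47 (SE 0.25, adjusted p = 6.63e-05). Icam1, an adhesion molecule, was higher by 2.00 (SE 0.41, adjusted p = 0.00608) and Socs3 by 1.76 (SE 0.28, adjusted p = 0.00138). Tuba8 was higher by 1.61 (adjusted p = 0.00317) and Pdgfc by 2.58 (SE 0.42, adjusted p = 0.00170).
With Afp, 9 of 9 genes were higher in these arrays (9 when adjusted over the list alone), with a median of 2.47 (adjusted p = 0.00416 with an estimated correlation). The study chose the list on these samples, so the count is not independent evidence. Against the arrays labelled WT 24 months, 7 of 9 were higher (8 when adjusted over the list alone), and 4 of 9 by SAM. Of the 7, Pdgfc did not pass without WT 6 months replicate 1 (adjusted p = 0.0538), and in a fit of only these groups Pdgfc (0.105) and Tuba8 (0.0649) did not. By limma Icam1 (0.48, adjusted p = 0.540) and Socs3 (0.63, adjusted p = 0.175) did not pass. In the interaction 6 of 9 were positive, with a median of 1.88 (adjusted p = 0.00651 with an estimated correlation). With the labels as deposited, KO 24 months tumor against WT 24 months gave none of 9 by limma (1 lower when adjusted over the list alone), 3 lower at an unadjusted p under 0.05 and none by SAM. Icam1 passed as lower with housekeeping centering (-1.58, adjusted p = 0.0366) and without WT 24 months replicate 1 (-2.03, adjusted p = 0.0179). The list's median was -0.49 (adjusted p = 0.00828; adjusted p = 0.414 with an estimated correlation).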

Of note, liver steatosis was ranked the highest among IPA-Tox functions, suggesting serious abnormalities in fatty acid metabolism in *Iqgap2^−/−^* livers. Seven genes overexpressed in *Iqgap2^−/−^* HCC tumors were related to hepatic steatosis – *Acsl4*, *Ccnd1*, *CD44*, *Fabp5*, *Lpl*, *Pdgfc* and *Pparg*. 

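Pparg, a receptor that drives fat storage, had a log2 intensity of 9.81 ± 0.36 (SD, n = 3) in the arrays labelled WT 6 months, against means of 7.07 (KO 6 months), 6.75 (WT 24 months) and 6.82 (KO 24 months tumor). It was higher than in the arrays labelled WT 24 months by 3.06 (SE 0.25, adjusted p = 1.93e-05 from limma). Acsl4, an acyl-CoA synthetase, was higher by 1.32 (SE 0.26, adjusted p = 0.00624), which did not pass by SAM or in a fit of only these groups (0.0821). Lpl, lipoprotein lipase, was higher by 2.70 (SE 0.71, adjusted p = 0.0285), which did not pass without WT 6 months replicate 1 or 2 or WT 24 months replicate 1 or 2 (adjusted p from 0.0599 to 0.0949), in a fit of only these groups (0.0782), with a trended prior (0.0572) or by SAM. Fabp5, a fatty acid carrier, had 1.65 (adjusted p = 0.0514), and 2.37 (adjusted p = 0.000331) without WT 24 months replicate 3. It also passed with the replicate block (0.0417), without dim genes (0.0409) and with housekeeping centering (0.00590).
Cd44 did not pass without WT 6 months replicate 2 or 3 or WT 24 months replicate 1 or 2 (adjusted p from 0.0727 to 0.0942) or with a trended prior (0.0509), and Pdgfc did not without WT 6 months replicate 1 (0.0538). Neither passed by SAM or in a fit of only these groups (0.161 and 0.105). Of the 7 genes, 6 were higher (7 when adjusted over the list alone), with a median of 1.85 (adjusted p = 1.64e-06; adjusted p = 0.0669 with an estimated correlation). The study chose the list on these samples, which is not independent evidence. Against the arrays labelled KO 6 months, 7 of 7 were higher with a median of 2.58 (adjusted p = 0.0615 with an estimated correlation). There Fabp5 did not pass without WT 6 months replicate 1 or 2 or any 1 array labelled KO 6 months (adjusted p from 0.0533 to 0.0782), nor Lpl without WT 6 months replicate 1 or 2 or KO 6 months replicate 1 (0.0679 to 0.0736). By label, KO 24 months tumor against WT 24 months gave none of 7 by limma (1 lower when adjusted over the list alone), 3 lower at an unadjusted p under 0.05 and none by SAM. Cd44 passed as lower with housekeeping centering (-2.18, adjusted p = 0.0241), and without WT 24 months replicate 1 Cd44 (-2.74, adjusted p = 0.0139) and Acsl4 (-0.94, adjusted p = 0.0271) did. The list's median was -0.61 (adjusted p = 0.00668; adjusted p = 0.494 with an estimated correlation). Without WT 24 months replicate 3 the median was -0.46 and the list did not pass by camera (adjusted p = 0.278).
Vldlr, the very low density lipoprotein receptor, was higher in the arrays labelled WT 6 months than in those labelled WT 24 months by 3.49 (SE 0.44, adjusted p = 0.000384), and Fitm1 by 1.72 (adjusted p = 0.0220). Of 12 genes of lipid storage, which include Pparg and Lpl, 4 were higher and none lower (5 higher when adjusted over the list alone), with a median of 0.62 (adjusted p = 0.0354 with an estimated correlation). Of 14 genes of cholesterol synthesis, 13 were higher (14 when adjusted over the list alone), with Mvd at 2.42 and Lss at 2.12 (median 1.45, adjusted p = 2.61e-14; adjusted p = 0.0615 with an estimated correlation). Of 15 genes of fatty acid synthesis, 7 were higher and none lower (10 higher and 1 lower when adjusted over the list alone), with a median of 0.79 (adjusted p = 0.000634; adjusted p = 0.175 with an estimated correlation). The 14 genes of fatty acid oxidation went both ways, with a median of -0.06 and a mean of 0.50 (adjusted p = 0.836).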

Again, this is in agreement with reported earlier aberrations in fatty acid uptake and lipogenesis in *Iqgap2^−/−^* livers [21].

**Table 1:** Ingenuity Pathway Analysis of biological functions of 371 genes that change expression with age in *Iqgap2^−/−^* but not in WT livers, leading to the development of HCC.

A. Top Canonic Pathways	
**Pathway**	**p-value**
1. Wnt/β-catenin signaling	1.64×10^−4^
2. Role of macrophages, fibroblasts and endothelial cells in rheumatoid arthritis	2.54×10^−4^
3. LPS/IL-1 mediated inhibition of RXR function	5.14×10^−4^
4. Thyroid cancer signaling	7.03×10^−4^
5. Atherosclerosis signaling	2.51×10^−3^
**B. Top Associated Network Functions**	
**Network**	**Score**
1. Cancer, Genetic Disorder, Reproductive System Disease	46
2. Cancer, Genetic Disorder, Respiratory Disease	42
3. Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry	31
4. Developmental Disorder, Gastrointestinal Disease, Hepatic System Disease	24
5. Lipid Metabolism, Molecular Transport	24
**C. Top Tox Functions, Hepatotoxicity**	
**Disease**	**p-value**
1. Liver steatosis	2.09×10^−4^
2. Hepatocellular carcinoma	2.81×10^−4^
3. Glutathione depletion in liver	1.58×10^−2^
4. Liver cirrhosis	1.83×10^−2^
5. Liver dysfunction	1.83×10^−2^

The top five canonic biological pathways (**A**), top five associated networks (**B**) and top five Tox functions (**C**) are shown.

### Q-PCR validation of the Wnt/β-catenin signaling activation in *Iqgap2^−/−^* livers

The Mouse Wnt Signaling Pathway RT^2^ Profiler PCR Array (Qiagen) was used to validate the microarray data and confirm the activation of the canonical Wnt/β-catenin pathway in *Iqgap2^−/−^* hepatic tumors. The same liver RNA samples used for microarray (24-month-old WT, N  =  3, and 24-month-old KO, N  =  3) were analyzed by qRT-PCR. 

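By label, Nkd1 differed between the 6-month-old genotypes by 5.15 log2, as WT over KO (SE 0.18, adjusted p = 3.43e-08 from limma). Lef1, a partner of β-catenin at its target genes, was also higher in the WT-labelled arrays, by 1.02 (SE 0.11), and Wnt5a, a Wnt ligand, by 1.35 (SE 0.18). Ctnnbip1, which keeps β-catenin off those genes, was lower in them with -1.99 (SE 0.13). Between the arrays labelled KO 6 months and KO 24 months tumor, which follow from Tables S1 and S2 as KO and WT at 6 months, none of the 17 Wnt targets was higher or lower by limma, also when adjusted over the list alone. At an unadjusted p under 0.05, 2 were lower, and their median was -0.17 (adjusted p = 0.997 with an estimated correlation). In the same arrays the list of 18 pericentral genes had none higher or lower by limma and 2 higher and 3 lower at an unadjusted p under 0.05, with a median of -0.20 (adjusted p = 0.246).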

Since no differences in the Wnt/β-catenin pathway status were detected between the genotypes in the samples from 6-month-old mice by microarray, qRT-PCR validation was limited to the samples from the 24-month-old group. As a result, 8 genes related to the Wnt/β-catenin signaling pathway (*Lef1*, *Nkd1*, *Ccnd1*, *Sfrp2*, *Fosl1*, *Wnt5A*, *Wif1* and *Fgf4*) were identified as up-regulated in KO tumors compared to 24-month-old WT tumor-free livers, while another 3 genes from the pathway (*Ctnnbip1*, *Wnt2* and Sfrp1) were down-regulated in KO tumors (**Fig. 2**). Notably, overexpression of the *Ccnd1* gene encoding cyclin D1, one of the main nuclear targets of β-catenin, has been consistently detected in this study using all approaches and correlated with cyclin D1 protein overexpression observed previously in *Iqgap2^−/−^* livers [5]. These results confirmed our microarray - based IPA finding on the important role of Wnt/β-catenin signaling in HCC development in *Iqgap2^−/−^* mice.

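Ccnd1, which encodes cyclin D1, had a log2 intensity of 10.97 ± 0.27 (SD, n = 3) in the arrays labelled WT 6 months and 8.64 ± 0.83 in those labelled KO 6 months. It had 9.24 ± 0.75 in those labelled WT 24 months and 8.12 ± 0.11 in those labelled KO 24 months tumor (SD, n = 3 each). By label, the KO tumors over the 24-month-old WT livers gave -1.12 (adjusted p = 0.201 from limma), which did not pass. The arrays labelled WT 6 months over those labelled WT 24 months gave 1.73 (SE 0.40, adjusted p = 0.0149), higher in the former. This ended just outside the threshold without WT 6 months replicate 1 (adjusted p = 0.0515) or WT 24 months replicate 1 (0.0501) or 2 (0.0520), in a fit of only these groups (0.0536) and by SAM. Over the arrays labelled KO 6 months it was 2.34 (SE 0.40, adjusted p = 0.00238).
Birc5, survivin, and Aurka, a mitotic kinase, were also higher in the arrays labelled WT 6 months than in those labelled WT 24 months, by 2.35 (adjusted p = 4.76e-05) and 1.29 (adjusted p = 7.03e-05). Of 30 genes of cell division, 18 were higher and none lower (22 higher when adjusted over the list alone), with a median of 1.27 (adjusted p = 2.01e-16; adjusted p = 0.0453 with an estimated correlation). By label, KO 24 months tumor against WT 24 months gave none of 30 by limma (1 higher when adjusted over the list alone), 1 higher and 4 lower at an unadjusted p under 0.05, and 1 higher by SAM. Their median was -0.14 (adjusted p = 0.0101; adjusted p = 0.723 with an estimated correlation). Without WT 24 months replicate 3 the median was 0.0098 and the list did not pass by camera (adjusted p = 0.868).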

**Figure 2:**
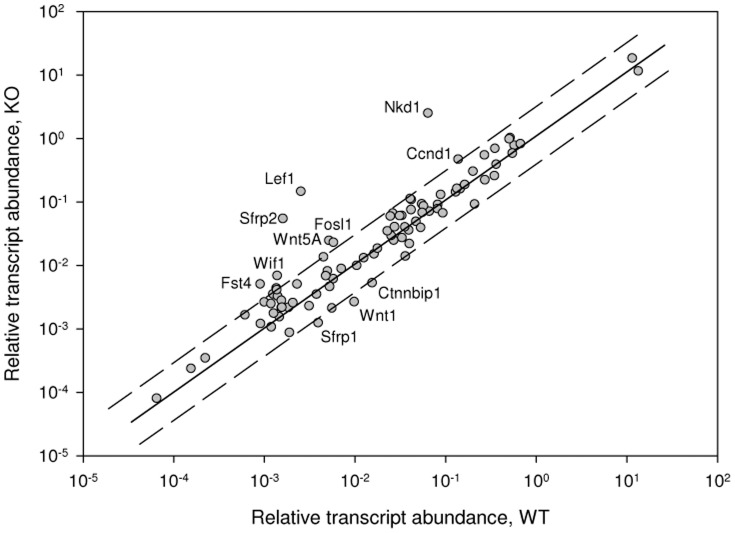
Q-PCR validation of the Wnt/β-catenin signaling pathway alterations in *Iqgap2^−/−^* livers. The same liver RNA samples used for microarray (24-month-old WT, N  =  3, and 24-month-old KO, N  =  3) were analyzed using the Mouse Wnt Signaling Pathway RT^2^ Profiler PCR Array. 11 genes belonging to the pathway and found to be differentially expressed in *Iqgap2^−/−^* livers are shown.

### RNA transcript signature of HCC in *Iqgap2^−/−^* mouse model

To more comprehensively examine molecular changes responsible for the *Iqgap2^−/−^* tumorigenic phenotype and to gain an insight into mechanisms underlying the tumor suppressive function of IQGAP2, we next compared age-dependent changes in transcript expression between WT and KO livers. The objective was to identify genes and pathways that may trigger the development of HCC in the absence of IQGAP2. Using SAM analysis (fold change ≥3, FDR≤0.05), we found that at the age of 6 months, the difference in hepatic transcript expression between KO and WT mice was minimal. 

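By label, Etnppl was higher in the 6-month-old KO arrays than in the 6-month-old WT arrays by 7.08 log2 (SE 0.31, adjusted p = 2.17e-07 from limma). Hsd3b5, a steroid dehydrogenase of male liver, was higher by 6.32 (SE 1.01, adjusted p = 0.00152) and Amdhd1, an enzyme of histidine breakdown, by 6.04 (SE 0.45, adjusted p = 8.61e-06). Scd2, a stearoyl-CoA desaturase, was lower, with a difference of 5.38 as WT over KO. In all, 218 genes were higher and 258 lower in the arrays labelled KO 6 months.
Between the arrays labelled KO 6 months and KO 24 months tumor, which follow from Tables S1 and S2 as KO and WT at 6 months, none was higher and 4 were lower by limma. They were Iqgap2, Phlda1, Foxq1 and Tedc2, and SAM, chosen with these arrays after the values were seen, called 7 higher and 11 lower. The count of 4 was 1 to 8 when single arrays were left out.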

Only 8 genes were up-regulated and 14 genes down-regulated in KO livers compared to WT in this age group. At the age of 24 months, however, a considerably larger number of genes showed significant differential expression between WT (tumor-free) and KO (HCC) livers - 399 genes total, with 203 up-regulated and 196 down-regulated in HCC compared to normal WT liver (**Fig. 1 A** and **Table S2**). This subset of genes represents a “transcript signature” of HCC in the *Iqgap2^−/−^* mouse model. It included many genes known to play an important role in human HCC. Thus, the following genes had elevated levels in KO HCC tumors compared to WT livers: platelet derived growth factor alpha (*Pdgfa*, 5-fold), cyclin D1 (*Ccnd1*, 3-fold), cyclin B2 (*Ccnd2*, 5-fold), fibroblast growth factor 21 (*Fgf21*, 9-fold) and E2F transcription factor 7 (*E2f7*, - 4-fold). 

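By label, Obp2a, an odorant-binding lipocalin, was higher in the KO tumors than in the 24-month-old WT livers by 4.33 log2 (SE 0.72, adjusted p = 0.0355 from limma), and Hsd3b2 by 2.34 (adjusted p = 0.0419). Fgl1, a hepatocyte-secreted fibrinogen-like protein, was lower with -3.87 (adjusted p = 0.00464), and Irf7, an interferon-induced factor, with -2.74 (SE 0.42, adjusted p = 0.0253). Here 9 genes were higher and 17 lower. The 9 became 0 without KO 24 months tumor replicate 1 or 2, 1 without replicate 3, 31, 4 and 16 without WT 24 months replicates 1, 2 and 3, 5, 4 and 2 without KO 6 months replicates 1, 2 and 3 and 4 without WT 6 months replicate 1. The 17 became 7, 1 and 3 without KO 24 months tumor replicates 1, 2 and 3, 138 and 36 without WT 24 months replicates 1 and 2, 10, 10 and 9 without KO 6 months replicates 1, 2 and 3 and 10 without WT 6 months replicate 1. At an unadjusted p under 0.05 there were 3119 genes, and SAM called 12 higher and 35 lower.
Between the arrays that match Table S2, Rian, a noncoding RNA of an imprinted locus, was higher in those labelled WT 6 months than in those labelled WT 24 months by 4.54 (SE 0.29, adjusted p = 3.27e-06) and Sprr1a, a cornified envelope protein, by 4.31 (SE 0.39, adjusted p = 3.78e-05). Aspg, an asparaginase, was lower with -5.36 (SE 0.22, adjusted p = 1.18e-07). In these arrays 218 genes were higher and 222 lower. Of the 359 genes of Table S2 found here, 358 had the listed direction and 315 passed, with a correlation of log2 folds of 0.981 (Pearson, across genes). By label, 185 had the listed direction and 5 passed, with a correlation of 0.094. Of 13 imprinted genes, 7 were higher and 2 lower, among them Meg3 with 4.11 (SE 0.30), and the list's median was 1.20 (7 higher and 3 lower when adjusted over the list alone; adjusted p = 0.0247 with an estimated correlation). Markers of sinusoidal endothelium were lower for 21 of 23 (21 when adjusted over the list alone), with a median of -1.61 (adjusted p = 1.39e-18; adjusted p = 0.0615 with an estimated correlation). Markers of stellate cells were lower for 17 of 23 (2 higher and 17 lower when adjusted over the list alone), with a median of -1.84 (adjusted p = 1.29e-14; adjusted p = 0.0615 with an estimated correlation).

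**Figure D2:**
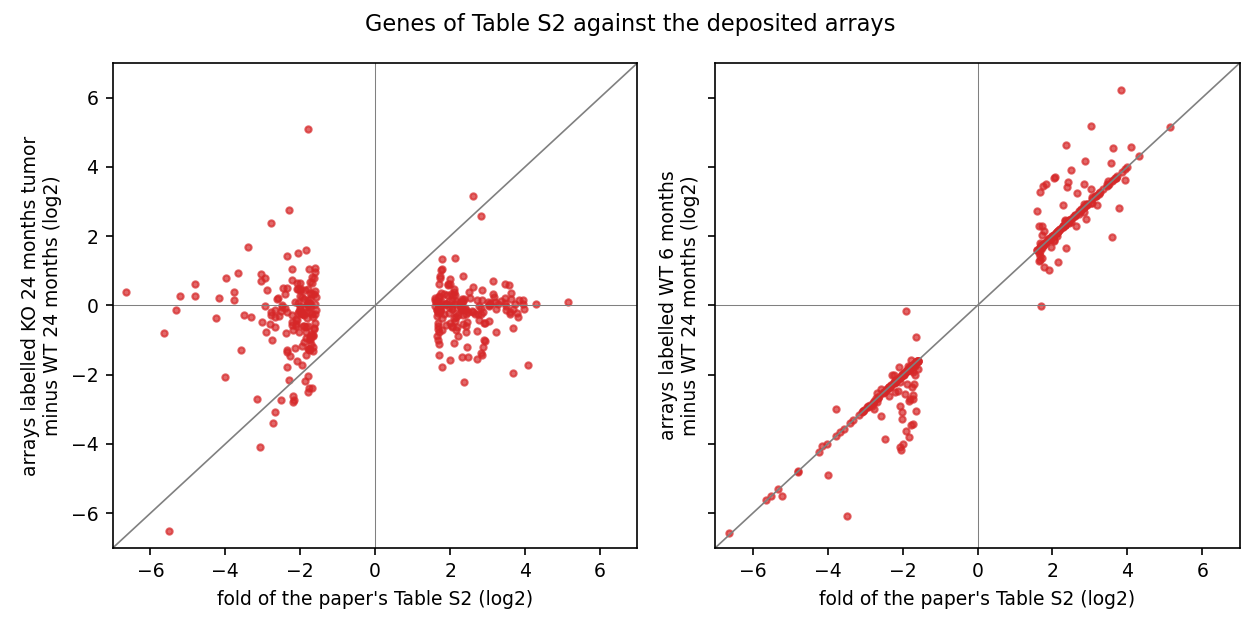
Log2 folds listed in Table S2 (horizontal axis) against log2 differences between arrays (vertical axis), each point 1 of the 359 genes found here. With the arrays labelled WT 6 months over those labelled WT 24 months the points follow the diagonal (correlation 0.981), and with KO 24 months tumor over WT 24 months by label they do not (0.094).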

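Pdgfa, a platelet-derived growth factor, had a log2 intensity of 9.23 ± 0.32 (SD, n = 3) in the arrays labelled WT 6 months. It was higher than in those labelled WT 24 months by 2.09 (SE 0.19, adjusted p = 3.85e-05 from limma). Fgf21, a fasting hormone of the liver, was higher by 3.15 (SE 0.36, adjusted p = 0.000191), and Ccnb2, cyclin B2 of mitosis, by 2.34 (SE 0.24, adjusted p = 8.73e-05). E2f7, a repressor of cell cycle genes, was lower, with -1.86 (SE 0.54, adjusted p = 0.0417). This did not pass without any 1 array other than WT 24 months replicates 2 and 3 (adjusted p from 0.0531 to 0.0992), by SAM, in a fit of only these groups (0.187), with every probe set (0.0528) or with a trended prior (0.0742). Ccnd2, which encodes cyclin D2, had -0.40 (adjusted p = 0.452).
By label, the KO tumors over the 24-month-old WT livers gave 0.30 for Pdgfa (adjusted p = 0.444), 0.69 for Fgf21 (adjusted p = 0.349), -0.53 for Ccnb2 (adjusted p = 0.279), -1.44 for E2f7 (adjusted p = 0.215) and 0.20 for Ccnd2 (adjusted p = 0.758). None passed.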

Overexpression of hepatocyte-specific *Fgf21* has been demonstrated in human HCC [32]. This protein also plays a key role in hepatic fatty acid metabolism in mice [33]. Three genes encoding insulin-like growth factor binding proteins were significantly downregulated in KO HCC tumors (*Igfbp2*, 14-fold, *Igfbp3*, 6-fold, and *Igfbp5*, 4-fold). 

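Igfbp2 had a mean log2 intensity of 12.54 ± 0.15 (SD, n = 3) in the arrays labelled WT 24 months and 12.70 ± 0.14 (SD, n = 3) in those labelled KO 24 months tumor. By label, the difference of 0.17 did not pass (adjusted p = 0.788 from limma), nor did 0.22 for Igfbp3 (adjusted p = 0.744). In the arrays labelled WT 6 months, which match Table S2 as KO tumors, Igfbp2 was lower than in those labelled WT 24 months with -3.78 (SE 0.27, adjusted p = 6.77e-06) and Igfbp3 with -2.41 (SE 0.30, adjusted p = 0.000336). Igfbp5 had -0.16 (adjusted p = 0.527) by the brighter of its probe sets and -3.67 by the other, and its mean of probe sets passed with -1.91 (adjusted p = 0.000101).
Igf1, the growth factor these proteins carry, was lower in the same arrays with -1.34 (SE 0.10, adjusted p = 9.07e-06), and Igf2r, the receptor that clears IGF2, was higher by 1.29 (adjusted p = 4.68e-05). Of 12 genes of the insulin-like growth factor axis, 2 were higher and 6 lower, with a median of -0.57 (adjusted p = 0.00399; adjusted p = 0.116 with an estimated correlation).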

An important role of insulin-like growth factors, their receptors and binding proteins has been shown in early hepatic carcinogenesis [34]. In four independent transgenic mouse models, hepatocyte-specific expression of insulin-like growth factor II (IGFII) induced tumorigenesis associated with HCC development [35]. 

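Igfbp1, which encodes a binding protein that insulin represses, had a log2 intensity of 13.51 ± 0.19 (SD, n = 3) in the arrays labelled WT 6 months and 11.58 ± 0.64 in those labelled KO 6 months. It had 12.97 ± 0.77 in the arrays labelled WT 24 months and 8.97 ± 1.06 in those labelled KO 24 months tumor (SD, n = 3 each). By label, the KO tumors over the 24-month-old WT livers gave -4.01 (SE 0.51, adjusted p = 0.0149 from limma), lower in the former. This did not pass without KO 24 months tumor replicate 2 (adjusted p = 0.0866) or 3 (0.0523), or in a fit of these groups alone (0.112).
The arrays that follow from Tables S1 and S2 as KO and WT at 6 months, labelled KO 6 months and KO 24 months tumor, gave 2.61 (adjusted p = 0.230), a 6.12-fold difference that did not pass by limma. It was called by SAM and with housekeeping centering (adjusted p = 0.0387). Those that match Table S2 gave 0.54 (adjusted p = 0.593).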

Interestingly, *Igfbp1* was overexpressed in KO livers at 6 months of age, when KO livers still exhibited normal morphology and histology, but was not identified as differentially expressed at the age of 24 months in KO liver tumors. Overexpression of IGFBP-1 is linked to deregulation of metabolism of insulin-like growth factors (ILGFs) during HCC development [36].

A heat diagram (**Fig. 3**) shows that nearly half of the genes in the 399 gene subset were up-regulated in the 24-month-old KO HCC tumors (203 up-regulated genes vs. 196 down-regulated). HCC tumors from all three 24-months-old KO mice formed a distinct cluster, implying that gene expression patterns of KO HCCs are clearly homogeneous. A striking difference in color indicates that the KO HCC group is significantly different from the three other groups of non-tumor samples. Unsupervised hierarchical clustering analysis confirmed this observation. WT and KO samples were grouped in separate clusters according to age, with no exceptions. Three sets of non-tumor samples (6-month-old WT, 6-month-old KO and 24-month-old WT) were grouped together in one large cluster, whereas the 24-month-old KO group was clustered separately. 

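With the 359 genes of Table S2 found here, the 3 arrays labelled WT 6 months split off first, and the arrays labelled KO 6 months, WT 24 months and KO 24 months tumor stayed on 1 branch. Table S2 lists genes picked for a difference that matches the arrays labelled WT 6 months over WT 24 months, so this split follows largely from the choice of genes. The mean distance (1 minus Pearson's correlation) of the arrays labelled WT 6 months was 1.73 to those labelled KO 6 months, 1.59 to WT 24 months and 1.75 to KO 24 months tumor. Between the others it was 0.408 (KO 6 months and KO 24 months tumor), 0.675 (KO 6 months and WT 24 months) and 0.693 (WT 24 months and KO 24 months tumor). With the 26 genes called by label between KO 24 months tumor and WT 24 months, each of the 4 groups kept a branch of its own and the first split set the KO-labelled arrays apart from the WT-labelled ones. These genes were picked for their differences by label, so this says nothing on the labels. With all 18194 genes, only the arrays labelled WT 6 months kept their own branch. The first split there set them apart together with 2 arrays labelled WT 24 months. With Euclidean distance the first split set apart 1 array labelled WT 24 months. The mean distance of the arrays labelled WT 6 months to the 9 other arrays was 1.24. It was the largest that any 3 of the 12 arrays gave (exact permutation test, one-sided, p = 0.00455, the smallest that 220 splits allow). For KO 24 months tumor the mean was 1.11 (exact one-sided p = 0.109).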

Inter-group distances separating the 24-month-old KO group from all other groups were significantly greater compared to the distances between the other groups. Inter-sample distances within a group were the largest in the 24-month-old WT group, presumably due to increasing gene expression variability with age. In contrast, inter-sample distances within the 24-month-old KO group were surprisingly small, indicating very consistent gene expression in KO HCC tumors.

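Within the arrays labelled KO 24 months tumor the mean distance was 0.146 over the genes of Table S2, and 0.146 within those labelled WT 6 months. It was 0.239 within the arrays labelled KO 6 months and 0.578 within those labelled WT 24 months. Over all genes the mean distances within groups were 0.836 (KO 24 months tumor), 0.618 (WT 6 months), 0.872 (KO 6 months) and 0.986 (WT 24 months). The group labelled WT 24 months had the largest distance in every gene set and measure tried. Over the 26 genes called by label the values were 0.081, 0.172, 0.187 and 0.394 in the same order. With 3 distances per group, differences within groups were not tested.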

**Figure 3:**
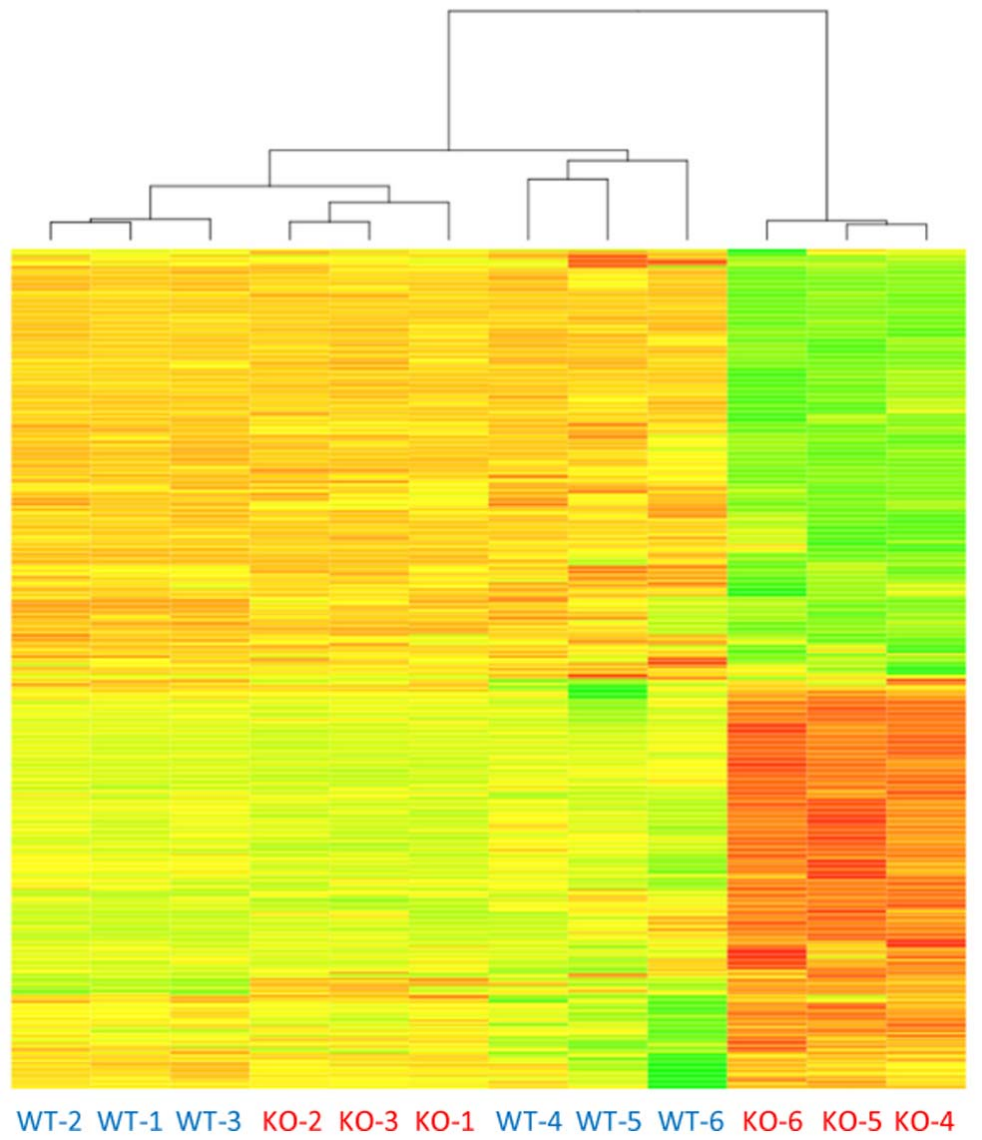
Unsupervised hierarchical clustering analysis of the 399 genes subset representing the *Iqgap2^−/−^* HCC transcript signature. The two-dimension hierarchical clustering procedure was performed based on the 1- Pearson correlation distance and the average linkage method. All data were centered by rows to mean 0 and standard deviation of 1, meanwhile the data range was confined to −3 to 3 for a more comparable scale. The data are presented in a matrix format with columns representing individual samples and rows representing genes, thereby each cell in the matrix represents the expression level of a gene feature in an individual sample. The red and green colors in cells reflect high and low expression levels, respectively, as indicated in the fold-change scale bar. Tumor-free samples have blue font labels and HCC samples have maroon font labels.WT-1, WT-2, WT-3 – wild-type liver samples from 6-month-old mice; KO-1, KO-2, KO-3 - *Iqgap2^−/−^* liver samples from 6-month-old mice; WT-4, WT-5, WT-6 - wild-type liver samples from 24-month-old mice; and KO-4, KO-5, KO-6 - *Iqgap2^−/−^* liver tumor samples from 24-month-old mice. Note that the three *Iqgap2^−/−^* HCC tumor samples from 24-month-old mice show a distinct pattern and form a separate cluster. The rest of the samples have more similar transcript profiles with the highest similarity found between livers from the younger (6-month-old) mice irrespectively of genotype.

### *Iqgap2^−/−^* mouse model recapitulates molecular features of advanced human HCC

To establish relevance of the *Iqgap2^−/−^* mouse model to human disease, expression profiles of *Iqgap2^−/−^* HCC tumors were compared to a human HCC microarray data set, GSE6222. The GSE6222 data set [15] contains 4 different patient primary HCC tumors (early stage T1), 6 unrelated patient intrahepatic metastatic HCC tumors (late stage T3) and 2 normal liver samples. This human data set was selected from the GEO database based on its array platform (Affymetrix Human Genome U-133-plus2), which has similar to the GeneChip® Mouse Genome 430 2.0 Array probe set system, aiding cross-platform orthologous mapping. Another advantage of the GSE6222 data set was that it offers specific diagnostic delineations of HCC progression providing comparative expression profiles of stage T1 and T3 tumors. The gene features selected as a result of cross-validation between mouse and human arrays were initially obtained from SAM analysis with a fold change threshold of 2 and FDR≤0.05, allowing the inter-species mapping using only significant transcript features relevant to HCC. The subsequent data integration based on the common orthologous entries further eliminated genes that were not mutually present on both species arrays. As a result, the above sequential filtering procedures reduced the shared orthologous genes between the mouse KO HCC data set and the human GSE6222 data set to 151 common genes (**Table S3**).

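In Table S3, 124 of the 151 orthologs were matched to a gene here, 47 through the symbols of Tables S1 and S2 and 77 by hand from the full name. Its mouse column was recomputed as the difference of mean standardized values, with the mean of each gene's probe sets. It came within 0.01 for 112 of the 124 with the arrays labelled WT 6 months over those labelled WT 24 months. With KO 24 months tumor over WT 24 months by label it did so for 2. With each gene's brightest probe set these numbers were 90 and 3. At a fold of 2 or more and an adjusted p under 0.05 from limma, 102 of the 124 differed between the arrays labelled WT 6 months and WT 24 months, and 2 between KO 24 months tumor and WT 24 months by label.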

The comparative functional genomics evaluation using the hierarchical clustering method showed a clear delineation between normal livers and HCC tumors across two species (**Fig. 4**). In the KO HCC vs. human GSE6222 data set, the mouse samples generally fell into the same super-cluster with the human HCC yet retained a certain level of independence due to differential expression of a set of 24 mouse genes (framed in **Fig. 4**). 

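Of the 124 orthologs matched here, the human column of Table S3 has 41 higher and 83 lower in tumors. The arrays labelled WT 6 months over those labelled WT 24 months had the direction of the human column for 103 of 124 (83.1%), and for 88 of the 102 that passed a fold of 2 and limma's test. KO 24 months tumor over WT 24 months by label had it for 56 of 124 (45.2%). Of the 47 orthologs named through Tables S1 and S2, 38 had the human direction in the former arrays and 20 by label. The mouse and human columns of the paper's own table carry the same sign for 127 of 151 orthologs, 84.1%. The genes were chosen by the study for a difference in these samples, so the tallies are not independent evidence. The human values are the paper's, since no human array was available here.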

The mouse-to-human concordance rate, defined by fold change, was exceptionally high (78%), with 117 out of 151 orthologs having similar expression profile across the two species. Additionally, since the GSE6222 dataset contained more specific phenotypic levels of HCC progression, it enabled comparison of the *Iqgap2^−/−^* HCC to the gene expression profiles of human HCC sub-types. A hierarchical clustering heat map (**Fig. 4**) indicates that the transcript signature of all three KO HCC tumors resembled the advanced (T3) HCC in humans. Taken together, the functional genomics analysis of *Iqgap2^−/−^* HCC tumors and human HCC data sets has shown a high level of consistency of transcript signatures across species and platforms. The hierarchical clustering results from this analysis indicated a strong predictive power of expression profiles of the identified mouse genes for human disease.

**Figure 4:**
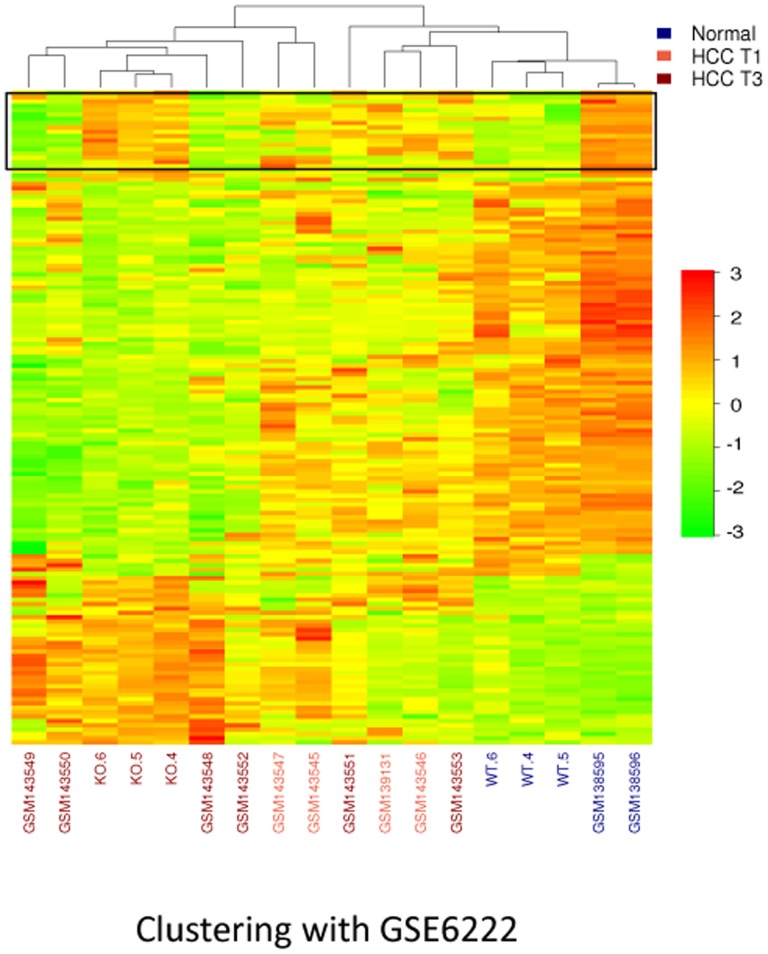
Comparison of HCC transcript profiles of *Iqgap2^−/−^* mouse model and human HCC. Cross-species clustering profiles were obtained using comparative functional genomics approach. The clustering dendrogram was generated based on 1 - Pearson correlation and an average distance linkage. The data scale was also confined to a range of −3 to 3 for a more comparable heat map. Hierarchical clustering analysis was performed on 151 ortholog genes shared between 24-month-old wild-type and the age-matched *Iqgap2^−/−^* mice (N = 3 in each group, see **Figure 3** legend), and the human GSE6222 integrated microarray data set. This data set included four T1 HCC tumors (early stage HCC), six T3 HCC tumors (advanced HCC), and 2 normal liver controls. Mouse and human tumor-free samples have blue font labels; human T1 HCC samples have red font labels; and *Iqgap2^−/−^* HCC and human T3 HCC samples have maroon font labels. All three *Iqgap2^−/−^* HCC samples (KO.4 through KO.6) co-clustered with four out of six human T3 HCC samples. Genes differentially expressed between mouse and human livers are enclosed in a box at the top of the heat diagram.

## Discussion

Overall survival of patients with HCC has not improved in the last two decades and late-stage HCC still has an extremely unfavorable prognosis. Development of much needed new targeted therapies and prognostic biomarkers necessitates the availability of well-characterized mouse models of HCC closely reproducing the molecular pathogenesis of the human disease. Genetically engineered mouse models are advantageous over chemically induced models because they allow us to closely follow and ascertain specific physiologically relevant molecular pathways and their contribution to HCC development. Hepatocarcinogenic agents used in chemically induced rodent models may be metabolized through distinct metabolic pathways in mouse vs. humans, making data extrapolation to humans difficult. While a number of genetically engineered HCC mouse models have been generated over the years, the majority are transgenic models overexpressing either well-characterized oncogenes and growth factors (e.g. *Myc* and *Tgfa*) or HBV genomic fragments and HCV core proteins (reviewed in [37]). One of the best characterized among a few available knockout mouse models of HCC is *Mdr2^−/−^* mouse, lacking a biliary transporter protein [38]. Our conventional knockout *Iqgap2^−/−^* mice represent a new HCC model involving a tumor suppressor not studied before. Furthermore, HCC mouse models involving animals of 129 genetic background, the background of the *Iqgap2^−/−^* mice, are significantly underrepresented [10]. It is important because different genetic backgrounds may convey distinct susceptibility to hepatocarcinogenesis.

In this study, we applied comparative functional genomics to evaluate the global expression signatures of orthologous genes between human HCC tumors and liver tumors derived from the IQGAP2-deficient mouse model. Spontaneous development of HCC in the majority of *Iqgap2^−/−^* mice suggests a protective role of IQGAP2 protein in liver, identifying it as a novel tumor suppressor. While tumors were detected through gross examination of excised livers in mice of 18 months of age and older, an elevated serum level of aspartate aminotransferase (AST) was detected in *Iqgap2^−/−^* mice as early as 4 months of age [5]. This suggests that early onset of HCC in the form of dysplastic and neoplastic hepatic lesions might be evident in younger *Iqgap2^−/−^* mice. Initial probing into the mechanism behind the potential tumor suppressive function of IQGAP2 in liver revealed that *Iqgap2^−/−^* HCC tumors were characterized by an 8-fold increase in cyclin D1 protein levels (a β-catenin nuclear target), β-catenin translocation from the cellular membrane, accumulation of its dephosphorylated (active) form and loss of membrane E-cadherin expression [5]. These findings linked HCC development in *Iqgap2^−/−^* mice to the canonical Wnt/β-catenin pathway activation.

Here we report that the Wnt/β-catenin signaling pathway is among the top three canonical signaling pathways dysregulated in *Iqgap2^−/−^* hepatic tumors. Many transcriptional markers of the Wnt/β-catenin pathway activation, including cyclin D1, were up-regulated in *Iqgap2^−/−^* liver tumors. Our findings are in agreement with a recent study involving whole-exome sequencing of 24 patient HCC tumors confirming the Wnt/β-catenin pathway as the most altered signaling pathway in HCC [39]. β-catenin is one of the crucial downstream effectors of the extensively studied canonical Wnt signaling pathway associated with HCC and regulating cell cycle, cell growth, and proliferation [40]. Mutations in the β-catenin gene are considered to be an early event in hepatocarcinogenesis [41]. Also, β-catenin activating mutations seem to be particularly common in HCCs associated with chronic HCV infection [42]. Recently, deregulation of the Wnt/β-catenin pathway has been used to identify two distinct molecular subclasses of human HCC linked to different prognosis [43]. The CTNNB1 subclass was characterized by activating mutations in hepatic *CTNNB1* gene, up-regulation of Wnt nuclear targets and overall a less aggressive disease. Conversely, HCC tumors from the Wnt-TGFβ subclass had no mutations in β-catenin encoding gene, absent nuclear β-catenin and a more aggressive phenotype [43], [44]. Our previous studies showed that *Iqgap2^−/−^* hepatic tumors displayed β-catenin mutations and intense cytoplasmic and nuclear staining [5], therefore categorizing *Iqgap2^−/−^* HCC as belonging to the CTNNB1 subclass. In this respect, the *Iqgap2^−/−^* model shows similarities with *Myc* and *Myc/E2f1* transgenic mouse models [11].

β-catenin activation alone, however, does not seem to cause progression to HCC from a nonmalignant state. Studies with β-catenin transgenic mouse models indicate that dysregulated Wnt/β-catenin signaling can cause severe hepatomegaly, but is not sufficient for carcinogenic transformation [42]. This suggests that IQGAP2, being a scaffolding protein, may realize its tumor suppressing function through cross-linking several signaling pathways in liver, and that the Wnt/β-catenin pathway is one of them.

We next used our *Iqgap2^−/−^* model to identify potential molecular drivers of HCC initiation and development. This was accomplished by identifying 371 genes that changed expression between the age of 6 and 24 months in *Iqgap2^−/−^* livers only and not in WT livers. Among these, a short list of potential cancer molecular drivers highly relevant for HCC, whose expression was most significantly altered in *Iqgap2^−/−^* livers in age-dependent manner, included *Afp*, *Nlk*, *Sp5*, and *Wif1* (up-regulated expression); and *Igfbp3*, *Igfbp5*, and *Cadherin1* (down-regulated expression). Furthermore, among the 371 genes, a group of 9 genes changed its expression with age in the opposite direction in KO vs. WT livers. It included *Inhbe* and *Neat1* (upregulated in 24-month-old KO vs. 24-month-old WT), and *Ifi202b*, *Gvin1*, *Fabp7*, *Cyp17a1*, *Rasgef1b*, *Gm10567* and *Cyp4a14* (downregulated in 24-month-old KO vs. 24-month-old WT). 

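Neat1, a noncoding RNA that builds nuclear paraspeckles, was higher in the arrays labelled WT 6 months than in those labelled WT 24 months by 1.39 log2 (SE 0.28, adjusted p = 0.00665 from limma). With the mean of its probe sets the difference was 0.31 (adjusted p = 0.248). Rasgef1b, an exchange factor for small GTPases, was lower with -1.95 (SE 0.44, adjusted p = 0.0134), and Fabp7, a fatty acid carrier, with -1.80 (SE 0.53, adjusted p = 0.0451). Fabp7 did not pass without any 1 array other than those labelled WT 24 months (adjusted p from 0.0589 to 0.134), with the replicate block (0.0542), with every probe set (0.0573) or with a trended prior (0.0775). In a fit of only these groups neither Fabp7 (0.209) nor Rasgef1b (0.10) passed, and by SAM none of Neat1, Fabp7 and Rasgef1b did. Inhbe had 1.12 (adjusted p = 0.185), Ifi202b -1.02 (adjusted p = 0.174), Cyp17a1 -2.18 (adjusted p = 0.0939) and Cyp4a14 -2.52 (adjusted p = 0.303). Of 7 genes measured, 1 was higher and 2 lower (1 higher and 3 lower when adjusted over the list alone), which is not independent evidence because the study chose them on these samples. Gvin1 and Gm10567 have no probe set with that single name.
By label, the KO tumors over the 24-month-old WT livers gave 1.66 for Inhbe (adjusted p = 0.152), 0.25 for Neat1, -1.72 for Rasgef1b (adjusted p = 0.107), -2.49 for Fabp7 (adjusted p = 0.0685), -1.37 for Ifi202b (adjusted p = 0.171), -2.62 for Cyp17a1 (adjusted p = 0.147) and -2.72 for Cyp4a14 (adjusted p = 0.343), none of which passed over all genes. Adjusted over the list alone, 1 was higher and 4 lower, with a median of -1.72 (adjusted p = 0.0101; adjusted p = 0.414 with an estimated correlation). SAM called Rasgef1b lower. Inhbe (adjusted p = 0.0493), Rasgef1b (0.0297) and Fabp7 (0.0120) passed without WT 24 months replicate 1, and Fabp7 (0.0136) without replicate 3. With housekeeping centering Fabp7 (0.0147) and Rasgef1b (0.0456) passed. The interaction of age and genotype was 2.54 for Neat1 (adjusted p = 0.00355), -3.54 for Rasgef1b (adjusted p = 0.00794) and -3.16 for Fabp7 (adjusted p = 0.0351).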

The significance of such differential expression merits further investigation.

A transcript signature of HCC tumors in the context of IQGAP2-deficiency was also established in this study. This was accomplished by comparing gene expression changes in WT and *Iqgap2^−/−^* livers between the ages 6 and 24 months. While at the age of 6 months the difference in hepatic gene expression between WT and *Iqgap2^−/−^* was minimal and involved only 22 genes, by the age of 24 months, however, 399 genes showed differential expression in *Iqgap2^−/−^* livers compared to WT. These 399 genes constitute a transcript signature of *Iqgap2^−/−^* HCC. Among the genes with the most significantly altered expression in *Iqgap2^−/−^* HCC tumors were *Pdfa5*, *Ccnd1*, *Ccnd2*, *Fgf21*, and *E2f7* (up-regulation); and *Igfbp2*, *Igfbp3*, and *Igfbp5* (down-regulation). Of note, an analysis of mRNA expression profiles of adjacent non-tumorous liver tissue from 24-month-old KO mice may provide additional insights into the molecular mechanisms of liver cancer pathogenesis in our mouse model and will be conducted in the future. A comparison of expression profiles of HCC tumors and corresponding adjacent tissue from the same KO mouse will produce a list of individual genes associated with the development of HCC, whereas the analysis reported here identifies the general transcriptomic differences between WT and KO livers, the differences that presumably predispose KO mice to the development of HCC.

Finally, comparative functional genomics tools were used to perform a mouse-to-human comparison of HCC transcript signatures to test the relevance of the *Iqgap2^−/−^* mouse model to human HCC. We found remarkable consistency between gene expression profiles of *Iqgap2^−/−^* hepatic tumors and human HCC tumors, late-stage HCC in particular, reflected in a mouse-to-human concordance rate of 78%. Hierarchical clustering analysis of transcript signatures showed that the *Iqgap2^−/−^* HCC tumors best co-clustered with advanced T3 human HCC tumors.

A direct mouse-to-human gene expression signature comparison of the animal models of hepatocellular carcinoma is an emerging field with several comprehensive studies published in the past decade. The Thorgeirsson group pioneered the approach in 2004 by conducting an immense mouse-to-human gene signature comparison of 7 different mouse HCC models and 91 human HCC specimens [11]. In this study, the transgenic mouse model simultaneously overexpressing two oncogenes, *Myc* and *Tgfa*, was shown to best recapitulate the molecular signature of aggressive HCC in patients. A more recent study involving a transgenic mouse model overexpressing another known HCC-related oncogene, *c-Met*, demonstrated that hepatic tumors from these mice most relate to patient HCC tumors with activated Wnt/β-catenin signaling pathway [45], a trend observed in our *Iqgap2^−/−^*mice as well. Global transcriptome comparative studies of HCC knockout mouse models include an *Rb* genes triple knockout [46], a DEN-induced HCC model using *Klf6^+/−^* mice [47], and a sirtuin 6 (*Sirt6*) knockout model [48], all three shown to mimic aggressive HCC in humans. The *Sirt6^−/−^* model may be of particular relevance to our study, because, similarly to *Iqgap2^−/−^* mice, its HCC gene signature included vast overexpression of *Afp*, and *Sirt6^−/−^* mice also displayed a distinct metabolic phenotype which included hypoglycemia and increase fat deposition. Lastly, HCC tumors in methionine adenosyltransferase 1A (*MATA1*)-deficient mice were characterized by the impairment of both glucose and fatty acid metabolic pathways [49]. Further comparison of the HCC gene signatures of the *Iqgap2^−/−^* mouse and these models may reveal novel pathway crosstalks and interactions underlying HCC development.

In conclusion, this study comprehensively characterized the gene expression profile of a novel HCC knockout mouse model deficient of a putative tumor suppressor IQGAP2. The gene signatures of *Iqgap2^−/−^* HCC will help unravel the multifaceted mechanisms behind HCC inception and development. The *Iqgap2^−/−^* HCC model was found to closely recapitulate many molecular signatures of human HCC, demonstrating strong predictive power of the identified set of mouse ortholog genes for the human disease. This also validates the use of the *Iqgap2^−/−^* mouse for future testing of HCC therapeutic modalities.

## Supporting Information

Table S1 **Genes differentially expressed between the age of 6 and 24 months in KO livers only.**
(DOCX) Click here for additional data file.

Table S2 **Genes differentially expressed between WT (tumor-free) and KO (HCC) livers from mice of the 24-month-old age group.** This subset of genes represents a “transcript signature” of HCC in the *Iqgap2^−/−^* mouse model.
(DOCX) Click here for additional data file.

Table S3 **Common orthologous genes between the** ***Iqgap2^−/−^*** **HCC and the human GSE6222 microarray data sets.**
(DOCX) Click here for additional data file.

# Supplementary material for: Transcript Profiling Identifies Iqgap2−/− Mouse as a Model for Advanced Human Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Aug 12;8(8):e71826. doi: 10.1371/journal.pone.0071826
**Supplement:** Table S1 — Genes differentially expressed between the age of 6 and 24 months in KO livers only.

**Supplemental Table 1**

# Supplementary material for: Transcript Profiling Identifies Iqgap2−/− Mouse as a Model for Advanced Human Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Aug 12;8(8):e71826. doi: 10.1371/journal.pone.0071826
**Supplement:** Table S2 — Genes differentially expressed between WT (tumor-free) and KO (HCC) livers from mice of the 24-month-old age group. This subset of genes represents a “transcript signature” of HCC in the Iqgap2−/− mouse model.

**Supplemental Table 2**

# Supplementary material for: Transcript Profiling Identifies Iqgap2−/− Mouse as a Model for Advanced Human Hepatocellular Carcinoma
**Source:** PLoS One. 2013 Aug 12;8(8):e71826. doi: 10.1371/journal.pone.0071826
**Supplement:** Table S3 — Common orthologous genes between the Iqgap2−/− HCC and the human GSE6222 microarray data sets.

**Supplemental table 3**

How the deposited data were processed for this re-analysis (not part of the article)

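Liver RNA of 12 male mice, 3 in each of 4 groups (WT and KO at 6 months, WT and KO at 24 months, the last from hepatic tumors), was measured on 12 Affymetrix mouse genome arrays, 1 per animal. The deposited values are log2 intensities. According to the paper's methods and the labels, the authors made them by RMA in R with the simpleaffy package (version not stated), which corrects background, equalizes the quantiles of the arrays and summarizes each probe set on the log2 scale before deposit. No other scaling or filter was found in them: all 45101 probe sets were present in every array, and the median log2 intensity lay between 5.41 and 5.45 in all 12.

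Groups were taken from the deposited labels. Probe sets were joined to genes by the annotation supplied with the series. Of them 34958 name 1 gene, 932 name several and 9211 name none that is listed, 64 of the last being control probe sets. The probe sets that name 1 gene give 18194 genes, each represented by its probe set with the highest mean over all arrays. Probe sets naming several or no genes were left out of the gene counts, because their signal cannot be given to 1 gene. Among all probe sets that passed, those without a listed gene were 3 of 27 (KO 24 months tumor against WT 24 months), 1 of 6 (KO 24 months tumor against KO 6 months), 77 of 741 (WT by age) and 88 of 806 (6 months by genotype).

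Differences were tested with limma 3.58.1 in R 4.3.3, as a linear model of the 4 group means with moderated t-tests. A gene was called at a fold of 3 or more and a Benjamini-Hochberg adjusted p of 0.05 or less, the thresholds that the paper states for SAM. The comparisons were KO against WT at each age, 24 against 6 months in each genotype, their interaction, and KO 24 months tumor against the mean of the 3 other groups. The interaction was called at the adjusted p without a fold. A permutation cannot replace limma here, since 3 arrays against 3 allow no exact p below 0.1. Values printed as SE come from limma, and SD are those of the 3 arrays of a group.

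In all, 45 lists with 546 genes were written from the paper and from general knowledge of liver biology, and 498 of the genes were measured. Members were counted as higher or lower at an adjusted p under 0.05 without a fold, both over all genes and over the list alone. Each list was tested against the other genes with camera, with a preset correlation between genes of 0.01 and with a correlation estimated from the arrays. As an alternative each list was tested with fry, which asks whether its genes changed at all and does not compare them with the other genes. Adjusted p values of lists are over the 45 lists. Arrays were clustered by average linkage on 1 minus Pearson's correlation of values standardized per gene, and the called genes were split into 11 clusters, the number of the paper. Figures were drawn with matplotlib 3.10.9.

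The comparisons, tests, lists, alternatives and the rule for the genes named were chosen before the data were examined. By that rule, the genes named are those that the paper names, Iqgap1 to Iqgap3, up to 4 members of each list with the smallest adjusted p, all members where 5 or fewer passed, and the 10 largest rises and 10 largest falls of each comparison among called genes whose groups did not overlap. The values printed in the paper's text and in Tables S1 to S3 had been seen by then. List tests in the arrays that match these tables are therefore not independent evidence. Exceptions, chosen after the values were seen, are the comparison of the arrays labelled WT 6 months with the 3 other groups, the arrays exchanged between the labels WT 6 months and KO 24 months tumor, and any further list member that is named. The tests on the Iqgap2 labels, the Y-linked genes and the non-parenchymal markers were also chosen then. So were the tests of Kupffer against endothelial markers and the SE as the spread of the Y-linked tests. Folds of Tables S1 and S2 were compared with each pair of groups within a tolerance of 0.01 log2. Genes in Table S3, which gives full names, were matched through the symbols of Tables S1 and S2 or by hand.

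Alternatives, changed 1 at a time, were SAM, a fit of only the groups compared, replicate number as a block and every probe set. Others were the mean of a gene's probe sets, removal of dim genes, no fold threshold, a fold of 2 and a trended and robust variance prior. Arrays were also centered on their median or on the housekeeping genes of the paper's PCR array, of which 4 of 5 were measured here. Clustering settings were changed, and each array was left out. The SAM package was not available, and SAM was written out from its definition over all 20 splits of 3 arrays against 3, with the fold of 3 for counts over all genes and without it for lists and named genes. On simulated data with the spread of KO 24 months tumor against WT 24 months, limma called 88% of 100 genes changed 2-fold and 98% of 100 changed 4-fold at the adjusted p, with 7 unchanged genes. SAM called 76% and 99%, with 13 unchanged genes. With the fold of 3 added, limma called 0 unchanged genes.

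Replicate numbers were not taken as pairs, since neither the paper nor the labels say that they are. Correlations of same-numbered arrays after removal of the group means ran from -0.157 to 0.185 over 18 pairs, with 7 pairs highest at their own number. The pathway ranking by IPA could not be repeated, because it rests on a commercial database. The RT-qPCR measurements and the human arrays were not available and were left out. The number of arrays limits the precision of every value, and leaving out 1 leaves a group of 2 that is assumed to vary like the other groups.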

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

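Of the tests in this part, those on the Iqgap2 labels, the Y-linked genes and the non-parenchymal markers were chosen only after the results were seen, as was the comparison of the arrays labelled WT 6 months with the 3 other groups.

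The change with age differed between the genotypes for 879 genes by limma's interaction, a difference between groups. In 98 of 100 drawn splits of the arrays within each age (200 distinct ones exist) the count was lower, yet the highest other split gave 1625. That split exchanged 2 arrays labelled WT 24 months with 2 labelled KO 24 months tumor, and a count of almost double the real one points to a structure among the 24-month arrays, which was not tested. The splits exchange genotypes, so they ask whether the genotypes differ at either age and not whether there is an interaction. Splits that mix the arrays labelled WT 6 months and KO 6 months, 476 genes apart, also widen the spread within groups. The share of 2 of 100 therefore does not exclude chance for the interaction.

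Of 45 lists, 12 passed in the same interaction. Their medians were 2.23 for Wnt targets, 2.61 for the Wnt genes the paper names, 1.17 for the genes of its RT-qPCR, 1.88 for the genes it links to HCC, 1.70 for pericentral genes, -3.11 for periportal genes and -1.52 for amino acid breakdown. They were 1.20 for cell division, 1.18 for imprinted genes, 0.77 for lipid storage, 1.03 for NRF2 targets and -2.08 for stellate cell markers. Of 56 named genes, 29 passed. Positive were Afp (5.70), Nkd1 (5.14), Sp5 (4.02), Fgf21 (3.52), Axin2 (3.25), Nlk (3.13), Pparg (2.81), Ube2c (2.67), Neat1 (2.54), Pdgfa (2.40), Ccnb2 (2.24), Nqo1 (2.14), Ect2 (1.88), Pnpla3 (1.83), Tuba8 (1.78), Glul (1.5), Wnt5a (1.37) and Lef1 (1.17). Negative were Cyp2f2 (-7.45), Hal (-6.54), Igfbp2 (-4.25), Rasgef1b (-3.54), Eif2s3y (-3.23), Fabp7 (-3.16), Igfbp3 (-2.97), Cdh1 (-2.61), Uty (-2.36), Kdm5d (-2.12) and Ctnnbip1 (-1.92). Each differed between the genotypes in its change with age, and the interaction is the same if the labels WT 6 months and KO 24 months tumor are exchanged.

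Other splits of the 6 arrays of a comparison are too few, with 10 each, to give a share under 0.05. The counts were 26 for KO 24 months tumor against WT 24 months (highest other split 0) and 4 for KO 24 months tumor against KO 6 months (0). They were 440 for WT 24 months against WT 6 months (4) and 476 for KO 6 months against WT 6 months (0). In each the real split, 1 of 10, gave the highest count. With KO 24 months tumor against the 9 other arrays as 2 groups, limma called 0 genes, so that all 100 of 100 drawn splits reached as many (highest other 49), which says nothing on chance. With the arrays labelled WT 6 months against the 9 others, 440 genes were called, against 13 in the highest other of 100 draws from 220 splits. Only the real split, 1 of 100, reached that count. The comparison was chosen after these arrays were seen to stand apart, so the draws do not exclude chance.

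Iqgap2, which the paper's Table S2 lists with a fold of 0.18 in KO tumors, differed between groups of the same labelled genotype. By label, the paper's tables do not list it for these comparisons, although the WT-labelled pair is the arrays that match Table S2. It was higher by 3.83 log2 in the arrays labelled KO 24 months tumor than in those labelled KO 6 months, and the arrays labelled WT 6 months over those labelled WT 24 months gave -3.85. A probe set outside the deleted part would read alike in both KO-labelled groups, which 3.83 argues against, and a wrong label in the KO 24 months tumor group alone would leave WT 6 months near WT 24 months, which -3.85 argues against. An exchange of the labels WT 6 months and KO 24 months tumor in the deposit is a candidate explanation, since 338 of 359 folds of Table S2 matched the arrays labelled WT 6 months over WT 24 months within 0.01 log2 and none matched as labelled. With the labels exchanged, Table S1 matched for 307 of 336 genes and Table S3 for 112 of 124, against 0 and 2 as labelled. These matches argue against the deposited labels as those behind the paper's tables. For the deposit itself the exchange stays a hypothesis, since the tables match these same arrays. No record of the samples outside the arrays and the paper's tables was available to settle it.

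Y-linked genes were lower in the arrays labelled WT 6 months than in those labelled WT 24 months, with a median of -2.51 (adjusted p = 1.33e-05, 0.0640 with an estimated correlation), genes that the paper's text does not discuss, although its Tables S1 and S2 list Eif2s3y with folds of 0.315 and 0.302. RNA of a female animal would raise Xist by 3 log2 or more, and it was higher by 0.40 (SE 0.42), which argues against it. The spread for these tests was first the larger SD of the groups, 0.66, which left the female animal undecided against its bound of 1 log2, and the SE was taken for all of them after that was seen. A lower share of non-hepatocyte cells stays open. The Y-linked median lay 0.66 below that of the stellate list (-1.84), short of the 1 log2 set to exclude it. Kdm5d (4.21) and Uty (4.36) read near the 25th percentile (4.13) of the arrays labelled WT 6 months, so their falls may be lower bounds. Eif2s3y, the brightest of these genes, read 6.15 there and 9.57 in the arrays labelled WT 24 months, but it is a single gene. Loss of the Y chromosome from cells, age, genotype and tissue were not tested and stay open.

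Markers of sinusoidal endothelium (median -1.61) and of stellate cells (-1.84), lists that passed with the preset correlation and not with an estimated one (adjusted p = 0.0615 for each), were also lower in the arrays labelled WT 6 months than in those labelled WT 24 months, genes outside those that the paper discusses. A lower share of all non-hepatocyte cells cannot be told apart from a change in these cell types against the arrays labelled WT 24 months. The highest of the lymphocyte, neutrophil and cholangiocyte medians was 0.0031, above 0 by less than its spread. The cholangiocyte list had a mean difference of -0.02 (SE 0.13), against -1.49 (SE 0.33) for the endothelial list. That gap does not decide the question. Cholangiocyte markers such as Cftr (3.51) read below the median of all probe sets (5.42), where a fall is hard to see, although Krt19 (6.58) read above that median. Against the arrays labelled KO 6 months the mean difference of the Kupffer list lay 1.71 above that of the endothelial list, beyond the sum of their SE of 0.45, which argues against an even fall of all non-hepatocyte cells there. A first form of that test, on the Kupffer list alone (mean difference 0.19, SE 0.25), left the question undecided and was replaced after its value was seen. Tissue, age and genotype differ between the groups and stay open, as untested.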

How the results depend on the processing

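The comparisons of the arrays as Tables S1 and S2 match them, and of the arrays labelled WT 6 months with the 3 other groups, were chosen after seeing the data. Counts that moved by over 1.5 times are given in the order up and down, and unless stated the cause was not tested.

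For KO 24 months tumor against WT 24 months (9 and 17 genes), the counts were 35 down by SAM, 1 and 4 with only these groups, 5 up with replicate as a block, 11 down with every probe set, 10 down with the mean of probe sets, 14 and 45 with housekeeping centering, 4 up with the trended prior, 62 and 42 without a fold and 28 and 27 at a fold of 2. For KO 24 months tumor against KO 6 months (4 and 0), they were 11 and 7 by SAM, 11 and 4 with only these groups, 1 up with the replicate block and 9 and 3 with housekeeping centering. WT 24 months against WT 6 months (222 and 218) gave 115 and 128 by SAM, 1132 and 1286 without a fold and 454 and 486 at a fold of 2. KO 6 months against WT 6 months (218 and 258) gave 1637 and 1463 without a fold and 453 and 544 at a fold of 2. Their union (598) was 3816 and 1268 with these fold settings, which pass more genes by construction. The KO 24 months tumor count against the 3 other groups (54) was 559 and 156, and the interaction (879) was 354 at a fold of 3. Genes changed in KO only (1) were 12 by SAM, 10 with only the groups compared, 0 with the replicate block, 3 with every probe set, 8 with housekeeping centering and 2 at a fold of 2.

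With the arrays as the tables match them, the 4 comparisons gave 218 and 222, 258 and 218, 17 and 9, and 0 and 4, with 463 in KO only. With the mean of probe sets added they gave 177 and 156, 194 and 160, 10 and 7, and 0 and 3, with 344, and with SAM 128 and 115, 291 and 218, 35 and 12, and 7 and 11, with 486. Their order is KO 24 months tumor against WT 24 months, KO by age, WT by age and 6 months.

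Without 1 array each, the ranges were 0 to 31 and 1 to 138, 1 to 8 and 0 to 1, 198 to 279 and 200 to 247, and 201 to 236 and 239 to 276 (KO 24 months tumor against WT 24 months, KO by age, WT by age, 6 months). They were 552 to 747 for the union, 0 to 3 for KO only, 533 to 1180 for the interaction, 23 to 74 for KO 24 months tumor and 435 to 478 for WT 6 months against the rest. The 26 genes of KO 24 months tumor against WT 24 months became 1 without KO 24 months tumor replicate 2 and 169 without WT 24 months replicate 1.

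Lists that passed in KO 24 months tumor against WT 24 months (15) were 0 with an estimated correlation, 2 by fry and 11 to 16 without 1 array. For the arrays labelled WT 6 months against WT 24 months (26) they were 11 with an estimated correlation and 24 to 29 without 1 array. Groups on a branch of their own (4) were 1 with all genes and 3 with the genes of Table S2. The distance within the arrays labelled WT 24 months was also divided by the mean distance within the other groups. This ratio (2.69) was 1.27 and 3.27 with these gene sets and 2.06 with Euclidean distance. The Kupffer list (-0.93, arrays labelled WT 6 months over WT 24 months) ran from -1.62 to -0.0128 without 1 array, and its direction by camera reversed without WT 24 months replicate 3, with that median of -0.0128 (adjusted p = 0.993). The cause was not tested.

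Of all count values under alternatives, 247 stayed within 1.5 times and 119 did not. Values of named genes kept direction and side of the threshold in 4547 cases, passed only under the alternative in 53, no longer passed in 100 and reversed in 0. For lists the numbers were 1598, 33, 76 and 1. SAM called 243 genes between the arrays labelled WT 6 months and WT 24 months, all of them shared with limma's 440, and 464 of its 509 between WT 6 months and KO 6 months were shared with limma's 476. Housekeeping centering moved the median of all genes in WT by age to -0.13. Signal over background was not tested beyond the removal of dim genes, which gave 28 for the 26.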

Differences from the paper's values

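Of 31 measures compared here with the paper's text, 30 differ as labelled. The text's single 5-fold value for cyclin B2 is among them under both Ccnb2 and Ccnd2. The paper's union of 554 genes lies within 1.5 times the 598 found here. The thresholds on counts are the paper's, with limma in place of SAM and genes in place of probe sets. Of the alternatives chosen before the data were examined, 23 apply to counts and 21 to folds, and none closes a gap unless named. The exchange of the labels WT 6 months and KO 24 months tumor was chosen after seeing the values. With it 311 of the 336 matched genes of Table S1 and 315 of the 359 matched genes of Table S2 pass, against 1 and 5 as labelled. It drops the other 25 and 44 genes that the paper calls.

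For WT livers with age, the paper has 98 genes, 75 higher and 23 lower, and the arrays as labelled 440, 222 and 218. None of the 23 alternatives reaches the paper's values. The exchanged labels give 26, 17 and 9, or 47, 35 and 12 with SAM, which differ too. For KO livers with age, the paper has 395 genes, 214 higher and 181 lower, and the arrays as labelled 4, 4 and 0. At an unadjusted p under 0.05 limma has 1098 in either direction, SAM calls 18, and no alternative closes the gap. The exchanged labels, chosen after seeing the values and dropping the 25 genes above, give 476, 258 and 218, which do not differ. With the mean of probe sets (354, 194 and 160) or SAM (509, 291 and 218) added they do not differ either. For the age change in KO only, the paper has 371 and the arrays as labelled 1, with no alternative closing the gap, and the exchanged labels, chosen after seeing the values and dropping the same 25, give 463, or 344 and 486 with these additions.

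At 6 months the paper has 8 genes higher and 14 lower in KO, and the arrays as labelled 218 and 258, with no alternative closing the gap. The exchanged labels give 0 and 4 by limma, which differ (by SAM 7 and 11), and reach the paper's values only with SAM, chosen after seeing the values. The paper lists no genes for this comparison, so what that drops cannot be counted. At 24 months the paper has 399 genes, 203 higher and 196 lower, and the arrays as labelled 26, 9 and 17. For the 196, leaving out WT 24 months replicate 1 gives 138, which closes the gap, and no other alternative does for any of these. The exchanged labels, chosen after seeing the values and dropping the 44 genes above, give 440, 218 and 222, or 333, 177 and 156 with the mean of probe sets, while with SAM they give 243, 128 and 115, which differ.

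The folds for KO livers with age differ as follows, none closed by the 21 alternatives. Afp is 17-fold higher in the paper and 0.691-fold as labelled, Nlk 11 and 1.17, Sp5 11 and 1.48 and Wif1 9 and 1.06. Igfbp2 is 21-fold lower in the paper and 1.39-fold as labelled, Igfbp3 10 and 1.47, Igfbp5 3 and 1.07 and Cdh1 11 and 0.738. The exchanged labels, chosen after seeing the values and dropping the 25 genes above, give 8.26 for Nlk, 10.7 for Sp5, 9.18 for Wif1, 21.4 for Igfbp2, 9.12 for Igfbp3 and 11.4 for Cdh1. These do not differ, but Afp with 66.0 and Igfbp5 with 1.01 do. With the mean of each gene's probe sets added, also chosen after seeing the values, Afp is 16.5 and Igfbp5 3.09.

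The folds for KO against WT at 24 months differ too, with none of the 21 alternatives closing a gap. Pdgfa is 5-fold higher in the paper and 1.23-fold as labelled, Ccnd1 3 and 0.459, Ccnb2 5 and 0.691, Ccnd2 5 and 1.15, Fgf21 9 and 1.62 and E2f7 4 and 0.369. The paper gives 5-fold once, with the name cyclin B2 and the symbol Ccnd2. Igfbp2 is 14-fold lower in the paper and 0.891-fold as labelled, Igfbp3 6 and 0.857 and Igfbp5 4 and 1.18. The exchanged labels, chosen after seeing the values and dropping the 44 genes above, give 4.27 for Pdgfa, 3.33 for Ccnd1, 5.05 for Ccnb2, 8.89 for Fgf21, 13.7 for Igfbp2 and 5.33 for Igfbp3. With the mean of probe sets added, also chosen after seeing the values, Igfbp5 is 3.77, from 1.12 without it. Ccnd2 with 0.756 and E2f7 with 0.276 still differ.

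Of 151 orthologs the paper counts 117 with the same direction in mouse and human, and the arrays as labelled give 56 of the 124 matched here. No alternative was planned for this count. The arrays labelled WT 6 months over WT 24 months, chosen after seeing the values, give 103 of 124, and 22 of the 124 do not pass a fold of 2 with limma's test in them. The paper's own Table S3 carries the same sign in both columns for 127 of 151.

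Directions that the paper states and that differ, or that did not pass here, follow. The paper has E2f7 higher in KO tumors, while it was lower by label (-1.44, adjusted p = 0.215) and in the arrays that match Table S2 (-1.86), and the paper's own Table S2 lists 0.276 for it. Table S2 has 202 genes higher and 197 lower. The paper has Igfbp1 higher in KO livers at 6 months, and by label its log2 mean was 11.58 in KO and 13.51 in WT. The arrays that follow from Tables S1 and S2 gave 2.61 in the paper's direction (adjusted p = 0.230), and SAM and housekeeping centering (adjusted p = 0.0387) called this difference between the same arrays. The paper finds no Wnt difference at 6 months, and by label 15 of 17 Wnt targets differed, against 0 by limma in the arrays that follow from Tables S1 and S2, 2 at an unadjusted p under 0.05 and 0 by SAM. The paper sets the tumors apart from the other groups, and over the genes of Table S2 the arrays labelled WT 6 months were apart, with a mean distance of 1.59 to 1.75. Those genes were picked for a difference that these arrays match, so this distance follows largely from the choice. Over all genes the arrays labelled WT 6 months had a mean distance of 1.24 to the others, and those labelled KO 24 months tumor 1.11. The paper has Inhbe higher and Cyp17a1, Cyp4a14 and Ifi202b lower in KO tumors. In the arrays that match Table S2 these were 1.12, -2.18, -2.52 and -1.02, with the same directions, but none passed. Cyp17a1 passed without WT 6 months replicate 2 (adjusted p = 0.0474) or WT 24 months replicate 3 (0.0223), and by label Inhbe passed without WT 24 months replicate 1 (0.0493). The paper also has Fabp7 and Rasgef1b lower, and by label they did not pass. Fabp7 did with housekeeping centering (adjusted p = 0.0147) and without WT 24 months replicate 1 (0.0120) or 3 (0.0136). Rasgef1b did by SAM, with housekeeping centering (0.0456) and without WT 24 months replicate 1 (0.0297).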

Other observations

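In this part, taking the arrays labelled WT 6 months over those labelled WT 24 months as the paper's tumor comparison was chosen only after the results were seen, as was the test of Kupffer against endothelial markers by label. The other tests by label were not.

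The genes of the paper's RT-qPCR moved mostly as the paper reports them in the arrays labelled WT 6 months over those labelled WT 24 months. Lef1 was 1.27 (SE 0.11, adjusted p = 2.58e-05), Nkd1 5.17 (SE 0.18), Ccnd1 1.73, Sfrp2 2.72 (SE 0.59, adjusted p = 0.0101), Fosl1 0.74 (adjusted p = 0.0160), Wnt5a 1.12 (adjusted p = 0.00168) and Wif1 2.21 (adjusted p = 0.0125). Fgf4 had 0.24 (adjusted p = 0.186) and did not pass. Ctnnbip1 had -1.74, Wnt2 -1.13 (adjusted p = 0.0174) and Sfrp1 -0.27 (adjusted p = 0.217). Fosl1 did not pass without WT 24 months replicate 2 (adjusted p = 0.0526), nor Wnt2 without WT 6 months replicate 2 (0.0533) or 3 (0.0627). In a fit of only these groups Fosl1 (0.104), Wif1 (0.117), Sfrp2 (0.110) and Wnt2 (0.0835) did not pass, nor did they by SAM. In all, 7 of 11 were higher and 2 lower, with a median of 1.12 (adjusted p = 0.0354 with an estimated correlation). As labelled, KO 24 months tumor over WT 24 months gave 0.15 for Lef1 (adjusted p = 0.521), 0.01 for Wnt5a (adjusted p = 0.974) and 0.08 for Ctnnbip1 (adjusted p = 0.810). The study measured these genes on the same samples, so they are not independent evidence.

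Of 16 genes that are targets of bone morphogenetic proteins or regulate iron, 10 were lower and 1 higher in the arrays labelled WT 6 months than in those labelled WT 24 months, with a median of -1.34 (1 higher and 14 lower when adjusted over the list alone; adjusted p = 7.55e-08, 0.0601 with an estimated correlation). Gdf2, a ligand made by stellate cells, had -1.98 (SE 0.15) and Id3, a target, -2.63 (SE 0.48). Bmp2 (-1.79) and Gdf2 are also on the endothelial or stellate lists, so the list is not free of cell type markers. Oncofetal genes were higher for 4 of 13, among them Igf2 (1.71, SE 0.27, adjusted p = 0.00155), Prom1 (2.89, SE 0.52, adjusted p = 0.00367) and Scd2 (4.58), with a median of 0.70 (adjusted p = 0.00814; adjusted p = 0.170 with an estimated correlation). Glucocorticoid targets were lower for 10 of 12, with a median of -1.68 (adjusted p = 2.36e-08; adjusted p = 0.0615 with an estimated correlation).

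Other lists in the same arrays, given with the genes that passed by limma and the median, were bile acid genes (1 higher and 2 lower of 11, -0.35, with Baat at -1.48, Slc10a1 at -1.41 and Cyp7a1 at 2.47), acute phase genes (2 lower of 14, -0.36) and interferon targets (1 lower of 15, 0.00). Hepatocyte genes had 1 higher and 3 lower of 12 (-0.12), genes of male liver 1 higher and 1 lower of 11, genes of female liver 1 lower of 8 (-0.35) and immediate-early genes 3 higher and 4 lower of 17 (-0.12, adjusted p = 0.530). Daytime clock genes had 1 lower of 11 (-1.05, adjusted p = 0.0114; adjusted p = 0.405 with an estimated correlation), with Per1 at -1.62, and the other clock genes 1 lower of 5, which was Cry1 (median -0.05). The daytime list did not pass by camera without WT 6 months replicate 1 (median -0.66, adjusted p = 0.0805) or by fry (0.0835). Kupffer cell markers had 2 lower of 15 (-0.93, adjusted p = 0.00906; adjusted p = 0.536 with an estimated correlation), with Clec4f at -2.37 and Cd163 at -2.35. Lymphocyte markers had 1 lower of 14 (-0.35), cholangiocyte markers 1 lower of 7 and the housekeeping genes of the PCR array 1 higher and 2 lower of 4 (Hprt 0.56, Gapdh -0.33, Gusb -1.02).

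The labelled comparison of KO 24 months tumor with WT 24 months had 15 lists that passed as a whole with the preset correlation, among them the genes the paper links to HCC, to steatosis and to opposite changes with age and those of cell division, which are given with those genes. Interferon targets had a median of -1.28 (adjusted p = 2.59e-09) with 1 of 15 lower, Irf7 (6 when adjusted over the list alone). Kupffer markers had -2.0 (adjusted p = 2.59e-09) with 0 of 15 by limma, 9 lower when adjusted over the list alone, 11 lower at an unadjusted p under 0.05 and 0 by SAM. Genes of male liver had 1.21 (adjusted p = 5.62e-06) with 0 of 11 by limma, 6 higher when adjusted over the list alone, 7 higher at an unadjusted p under 0.05 and 3 by SAM. Glucocorticoid targets had -0.62 (adjusted p = 6.54e-06) with Mt2 lower, and acute phase genes -0.46 (adjusted p = 2.57e-06) with Lcn2 lower, 3 of each list when adjusted over it alone. With an estimated correlation these lists had an adjusted p of 0.414, and 0.436 for the acute phase, and none passed.

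None of the 6 other lists passed with an estimated correlation, whose adjusted p is given second. Immediate-early genes had a median of -0.63 (adjusted p = 0.00300, 0.530) with 0 of 17 by limma, 3 lower when adjusted over the list alone, 4 lower at an unadjusted p under 0.05 and 0 by SAM, and lymphocyte markers -0.43 (0.00300, 0.519) with 1 of 14 lower by limma and 2 by SAM. Stellate cell markers had -0.20 (0.0212, 0.749) with 0 of 23 by limma, 0 when adjusted over the list alone, 1 higher and 2 lower at an unadjusted p under 0.05 and 0 by SAM. Without WT 24 months replicate 3 these 3 lists did not pass (0.0763, 0.405 and 0.522), nor did the stellate list without dim genes (0.0544). Oncofetal genes had -0.19 (0.0223, 0.452) with 0 of 13 by limma, 0 when adjusted over the list alone, 3 lower at an unadjusted p under 0.05 and 0 by SAM. Fatty acid oxidation had 0.24 (0.0223, 0.414) with 1 of 14 higher, and genes of female liver -0.68 (0.0461, 0.530) with 1 of 8 lower, Sult3a1. These 3 lists did not pass without WT 24 months replicate 2 (0.307, 0.138 and 0.168). The oncofetal list was also lost without dim genes (0.1) or KO 24 months tumor replicate 3 (0.102), fatty acid oxidation with the mean of probe sets (0.0936) or without KO 24 months tumor replicate 1 (0.0504), and the list of female liver with 8 other changes of the data (0.0510 to 0.111).

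For the immediate-early genes a difference in tissue handling stayed open, since the median of Fos, Fosb, Jun, Junb, Egr1 and Ier2 was -0.38, with an SE of 0.73 for their mean, and Dusp1 and Klf10 had opposite signs (-0.62 and 0.80). A lower share of all non-hepatocyte cells stayed undecided by the test set for it, because the highest of the lymphocyte, neutrophil and cholangiocyte medians was -0.11 and not above 0. The mean difference of the Kupffer list lay below that of the endothelial list, by -1.74 against a sum of their SE of 1.21. That gap is itself the pattern for which the test was chosen after the values were seen. It therefore does not decide on an even fall of all these cells, and a fall of some of them or of their transcripts stays open too.

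As measures of RNA quality, the 3' probe sets of Gapdh exceeded the 5' ones by 0.191, 0.176, 0.216 and 0.329 log2, and those of actin by 1.39, 1.12, 1.41 and 1.38, in the arrays labelled WT 6 months, KO 6 months, WT 24 months and KO 24 months tumor. The mean correlation within a group was 0.988, 0.993, 0.979 and 0.993 in that order. Iqgap1, a relative of the deleted gene, had -1.19 by label in KO 24 months tumor over WT 24 months (adjusted p = 0.208), and -1.68 without WT 24 months replicate 1 (adjusted p = 0.0371). In the arrays labelled WT 6 months over WT 24 months Iqgap1 had 0.20 (adjusted p = 0.853), and 0.90 without WT 24 months replicate 3 (adjusted p = 0.00236).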
